# Potential transceptor AtNRT1.13 modulates shoot architecture and flowering time in a nitrate-dependent manner

**DOI:** 10.1093/plcell/koab051

**Published:** 2021-02-12

**Authors:** Hui-Yu Chen, Shan-Hua Lin, Ling-Hsin Cheng, Jeng-Jong Wu, Yi-Chen Lin, Yi-Fang Tsay

## Abstract

Compared with root development regulated by external nutrients, less is known about how internal nutrients are monitored to control plasticity of shoot development. In this study, we characterize an *Arabidopsis thaliana* transceptor, NRT1.13 (NPF4.4), of the *NRT1/PTR/NPF* family. Different from most NRT1 transporters, NRT1.13 does not have the conserved proline residue between transmembrane domains 10 and 11; an essential residue for nitrate transport activity in CHL1/NRT1.1/NPF6.3. As expected, when expressed in oocytes, NRT1.13 showed no nitrate transport activity. However, when Ser 487 at the corresponding position was converted back to proline, NRT1.13 S487P regained nitrate uptake activity, suggesting that wild-type NRT1.13 cannot transport nitrate but can bind it. Subcellular localization and β-glucuronidase reporter analyses indicated that NRT1.13 is a plasma membrane protein expressed at the parenchyma cells next to xylem in the petioles and the stem nodes. When plants were grown with a normal concentration of nitrate, *nrt1.13* showed no severe growth phenotype. However, when grown under low-nitrate conditions, *nrt1.13* showed delayed flowering, increased node number, retarded branch outgrowth, and reduced lateral nitrate allocation to nodes. Our results suggest that NRT1.13 is required for low-nitrate acclimation and that internal nitrate is monitored near the xylem by NRT1.13 to regulate shoot architecture and flowering time.

## Introduction

For plants to survive, developmental plasticity, for example root architecture, shoot architecture, and floral transition, is sophisticatedly modulated by the integration of internal and external signals (Nicotra et al., 2010; de Jong and Leyser, 2012). For example, temperature and photoperiod are two well-known external signals that both regulate floral transition (Song et al., 2013). In the temperature pathway, reduced expression of the negative regulator *FLOWERING LOCUS C* (*FLC*) is a key process in promoting flowering after a period of low temperature in *Arabidopsis thaliana*. However, expression of *FLC* can also be repressed by internal signals of the autonomous pathway. Apart from light and temperature, nutrients such as nitrate act as external signals that affect floral transition (Castro Marin et al., 2011; Kant et al., 2011; Liu et al., 2013; Yuan et al., 2016; Gras et al., 2018). More key players in the nutrient signaling pathway need to be further characterized to understand how nutrient status is sensed and integrated with other pathways.

Nitrate is one of the primary nitrogen sources for plants. Two types of transporters in the NRT1 (NPF) and NRT2 families are involved in nitrate acquisition (Wang et al., 2012; Nacry et al., 2013; Krapp et al., 2014). After nitrate is acquired from soil, the xylem is the major route for long-distance nitrate transport from root to above-ground tissues. Root-to-shoot nitrate allocation is regulated positively by NRT1.5 (NPF7.3) and negatively by NRT1.8 (NPF7.2) and NRT1.9 (NPF2.9), which are expressed in different types of cells. Regulation of root-to-shoot nitrate allocation is important for stress acclimation (Lin et al., 2008; Li et al., 2010; Wang and Tsay, 2011; Chen et al., 2012). In terms of shoot nitrate allocation, NRT1.7 (NPF2.13), NRT1.11 (NPF1.2), and NRT1.12 (NPF1.1) can remobilize nitrate from old or mature leaves, via the phloem, to satisfy the high nutrient demand of young leaves (Fan et al., 2009; Hsu and Tsay, 2013). *NRT1.6/NPF2.12*, *NRT2.7*, and *NPF5.5*, expressed in embryos or siliques, are important for nitrogen or nitrate content of seeds (Chopin et al., 2007; Almagro et al., 2008; Leran et al., 2015). In addition, the CHLORIDE CHANNEL (CLC) and SLOW ANION CHANNEL-ASSOCIATED HOMOLOGUES (SLAC and SLAH) are involved in vacuolar nitrate storage or nitrate-mediated regulation of stomatal closure (De Angeli et al., 2006; Geiger et al., 2011). Through these transporters and channels, nitrate is properly allocated into different tissues and organelles for efficient nitrate utilization.

In addition to being a nutrient source, nitrate acts as a molecular signal-regulating gene expression and plant development (Crawford, 1995; Vidal et al., 2015). Referred to as the “primary nitrate response,” expression of several nitrate-related genes is induced within 10 min (and reaches a maximum within 30 min) after nitrate exposure (Hu et al., 2009). CHL1 (NRT1.1/NPF6.3)—a dual-affinity nitrate transporter involved in nitrate uptake—also functions as a transceptor to monitor changes in the external nitrate concentration and attenuate the primary nitrate response, a rapid nitrate-induced transcriptional response, according to its phosphorylation status (Ho et al., 2009). In response to low-nitrate, protein kinase CIPK23 phosphorylates CHL1 at the T101 residue, and phosphorylated CHL1 leads to a low-level primary nitrate response. Several transcription factors in this pathway have been identified (Vidal et al., 2015). For example, NLP7 can bind directly to the promoters of these nitrate-related genes, and nuclear accumulation of NLP7 is regulated by nitrate (Marchive et al., 2013). Thus, through the cooperation of the transceptor, kinases, and transcription factors, the primary nitrate response can prime the plant to assimilate nitrate when it becomes available.

To ensure nitrate is efficiently utilized for plant growth, nitrate signaling is also integrated with other signals to regulate plant development. For example, to optimize nitrate acquisition, nitrate affects primary root growth, lateral root density, and lateral root elongation in distinct ways (Forde, 2014). In *Arabidopsis*, the transceptor CHL1 (NRT1.1/NPF6.3) is involved in the interplay between nitrate and auxin to repress lateral root growth under low-nitrate conditions (Krouk et al., 2010). In *Medicago truncatula*, the transporter MtNPF6.8 (which is in the same family as CHL1) is involved in the interplay between nitrate and abscisic acid (ABA) in regulating primary root growth (Pellizzaro et al., 2014). Compared with root architecture, less is known about if and how the plasticity of shoot development is regulated by nitrate. In this study, characterization of *Arabidopsis thaliana* NRT1.13 provides insights into how nitrate is sensed in shoots to regulate flowering time, shoot architecture, and lateral nitrate allocation.

## Results

### S487P mutation can restore the nitrate transport activity of NRT1.13

NRT1.13 (NPF4.4), a member of the *NRT1/PTR* transporter family, shares 37% sequence identity with CHL1 (Tsay et al., 2007). CHL1 is a dual-affinity nitrate transporter involved in uptake that also functions as a nitrate transceptor to trigger the nitrate-induced transcriptional response (Liu et al., 1999; Ho et al., 2009). Our previous study showed that the Pro492 residue, in the cytosolic loop between the 10th and 11th transmembrane domains, is important for the nitrate transport activity of CHL1, but is not required for its nitrate-sensing function (Ho et al., 2009). This proline residue is highly conserved in the NRT1/PTR family. Out of 53 NRT1 (PTR) transporters in *Arabidopsis*, only three members—NRT1.13 (NPF4.4), NRT1.14 (NPF4.3), and NPF2.2—do not have the proline residue in the corresponding position (Supplemental Figure 1). In NRT1.13, the corresponding residue at position 487 is serine. As expected, *Xenopus* oocytes expressing *Arabidopsis* NRT1.13 showed little or no nitrate transport activity under either high- or low-nitrate conditions (Figure 1). When Ser487 was replaced by proline, the mutated NRT1.13 (S487P), with similar expression levels (Supplemental Figure 2), showed enhanced nitrate uptake activity under high-nitrate conditions (Figure 1). This result confirms that the conserved proline residue at that position is important for the transport activity of NRT1/PTR transporters. Since S487 is not in the substrate binding pocket, restoration of the nitrate transport activity of the NRT1.13 (S487P) mutant suggests that despite being incompetent for nitrate transport, the wild-type form of NRT1.13 is able to bind nitrate. To test whether wild-type NRT1.13 can bind nitrate, we performed a microscale thermophoresis binding assay using purified NRT1.13 protein. As shown in Supplemental Figure 3, the resulting binding isotherms clearly demonstrate that NRT1.13 can bind nitrate.

**Figure 1:**
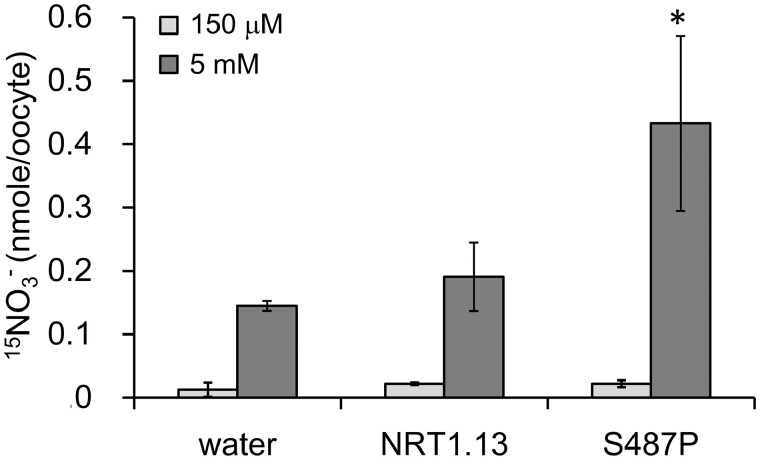
NRT1.13 shows no nitrate uptake activity, but S487P conversion restores its nitrate transport activity. High- and low-affinity nitrate transport activities of injected oocytes were assessed by incubating with 150 µM and 5 mM K^15^NO_3_ buffer, respectively, at pH 5.5 for 2.5 h and the ^15^${\text{NO}}_{3}^{–}$ contents were determined as described in the Methods. Values are the mean ± SD of five or six oocytes. Similar results were obtained from three independent frogs. (*, *P* < 0.05, Student’s *t*-test, compared with water-injected oocytes; Supplemental Data set 1).

### NRT1.13, localized in plasma membrane, is expressed in xylem parenchyma cells

Subcellular localization of NRT1.13 was analyzed by transiently expressing NRT1.13:GFP in *Arabidopsis* mesophyll protoplasts. As shown in Figure 2, the fluorescence signal is external to the chloroplast signal, indicating that NRT1.13 is localized in the plasma membrane. The tissue-specific expression pattern of *NRT1.13* was determined by histochemical assay of *P_NRT1.13_:GUS* transgenic plants. At the vegetative stage, the *NRT1.13* promoter was highly active in the major veins of rosette leaves (Figure 3A). After bolting, in addition to the major veins of rosette leaves, the *NRT1.13* promoter drove expression at the major veins of cauline leaves and the node of inflorescence stems (Figure 3B). Expression of *NRT1.13* in major veins and nodes was further validated by reverse transcription-quantitative PCR (RT-qPCR; Figure 3C). Interestingly, the basal node showed higher *NRT1.13* expression than the apical node.

**Figure 2:**
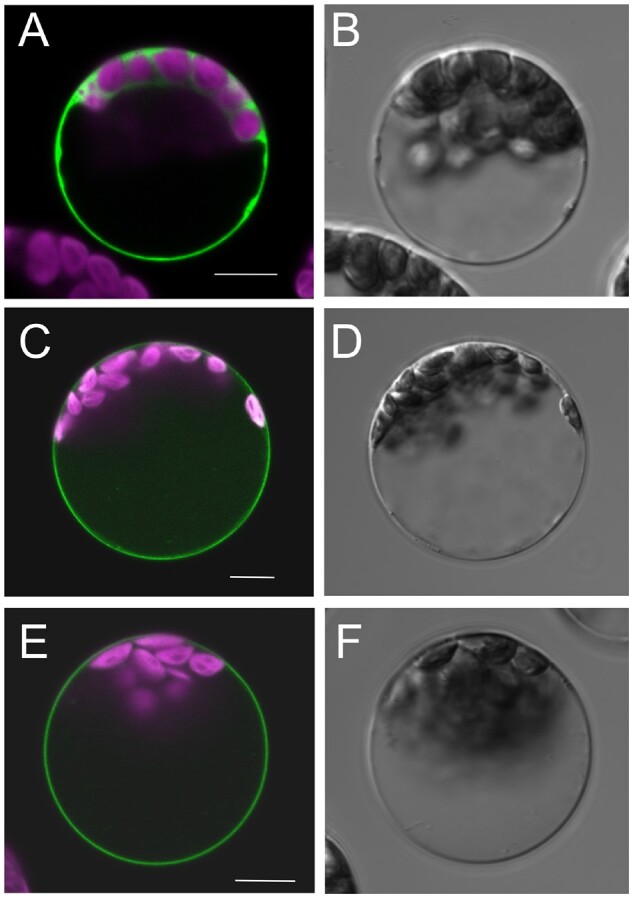
NRT1.13 is localized in the plasma membrane. (A) (C) (E) are the overlap images of the GFP (green) and chlorophyll (magenta) fluorescence. (B) (D) (E) are the bright-field images. GFP alone (A, B), NRT1.13-GFP (C, D) and NRT1.13-S487P-GFP (E, F) was transiently expressed in *Arabidopsis* mesophyll protoplasts and scanned by confocal laser microscopy. Bars = 20 µm. Similar patterns were observed in at least 30 protoplasts in three batches of independent experiments.

**Figure 3:**
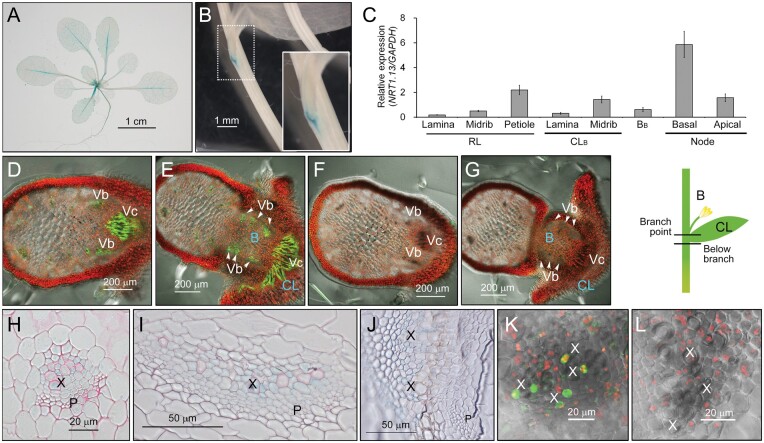
*NRT1.13* is expressed in xylem parenchyma cells with higher levels at branch points. (A) and (B) *P_NRT1.13_:GUS* expression pattern in a 24-day-old plant at the vegetative stage (A) or in the branch point of the inflorescence stem in a 44-day-old plant at the reproductive stage (B). The inset is an enlargement of the branch point. (C) RT-qPCR analysis of *NRT1.13* expression. Total RNA was isolated from the vegetative and inflorescence tissues of 25- and 33-day-old Col-0 plants, respectively. Values are means ± SE of six independent plants. (RL, rosette leaves; CL_B_, basal cauline leaf; B_B_, basal branch). (D) to (G) Cross-sectional images below branch points (D, F) and at the branch point (E, G) of *P_NRT1.13_:NRT1.13-GFP* (D, E) and control plants (F, G) grown with 2 mM KNO_3_ for 21∼25 days. (H) to (J) Enlarged vascular images from sections of petiole (H), mid-rib of cauline leaf (I), and node (J) from 24-day-old (H) or 59-day-old (I, J) *P_NRT1.13_:GUS* plants. A similar pattern was observed in another independent line. (K) and (L) Enlarged vascular images of nodes from *P_NRT1.13_:NRT1.13-GFP* (K) and control plants (L) grown with 0.2 mM KNO_3_ for 54 days. (CL, cauline leaf; B, branch; P, phloem; X, xylem; Vc, vascular tissues connecting to cauline leaf; Vb, vascular tissues connecting to branch).

To further characterize *NRT1.13* spatial expression at the nodes, cross sections of inflorescence stems in *P_NRT1.13_:NRT1.13-GFP* transgenic and control plants were examined (Figure 3D – G). As shown in the cross section of the node directly below the branch point in Figure 3D, GFP signals were already detectable in the enlarged vascular bundle (labeled as Vc) that would subsequently be linked to the cauline leaf and the interconnected vascular bundle (labeled as Vb) that would subsequently be linked to the branch. At the branch point of the node, where the cauline leaf and branch are expanded, signals of NRT1.13-GFP were detected at the vasculature of the cauline leaf and branch (Figure 3E). In control plants, there was no GFP signal at the corresponding position of the node (Figure 3F, G). These data suggest that NRT1.13 was mainly expressed in the converged vascular bundles at the node.

To further reveal in which cells in the vascular tissue *NRT1.13* is expressed, cross sections of *P_NRT1.13_:GUS and P_NRT1.13_:NRT1.13-GFP* were examined under higher magnification. GUS activities were observed around the xylem, whether in the petiole of the rosette leaf (Figure 3H), the major vein of the cauline leaf (Figure 3I), or at the node (Figure 3J). Consistent with these results, GFP signals were also detected in cells next to the xylem in *P_NRT1.13_:NRT1.13-GFP* (Figure 3K), but no signals were found in control plants (Figure 3L). These data indicate that *NRT1.13* was expressed in the xylem parenchyma cells.

### The late-flowering phenotype of *nrt1.13* is nitrate-dependent and *FLC*-dependent

To assess the physiological role of NRT1.13 in plants, *nrt1.13*—a T-DNA-inserted mutant showing no NRT1.13 transcript (Figure 4A, B)—was obtained from SAIL (Syngenta Arabidopsis Insertion Library) (Sessions et al., 2002). When plants were supplied with a normal concentration of nitrate (2 mM), the flowering time of *nrt1.13* was delayed for 3 to 4 days compared with the wild-type Col-0 (Figure 4C, D). The late-flowering phenotype of *nrt1.13* could be partially rescued by introducing *NRT1.13-GFP* driven by a 2Kb *NRT1.13* promoter in the two independent complementation lines, *P_NRT1.13_:NRT1.13-GFP/nrt1.13 #1* and *#2* (Figure 4D, E). To assess whether the late-flowering phenotype of *nrt1.13* is nitrate-dependent, flowering time and leaf numbers of plants grown under normal-nitrate (2 mM) and low-nitrate (0.2 mM) conditions were compared. In Col-0, flowering time as well as leaf number at bolting showed a slight difference between normal and low-nitrate conditions, with flowering delayed for ∼4 days and leaf numbers increased by ∼3 under low-nitrate conditions (Figure 4D, E). However, in *nrt1.13*, flowering was delayed dramatically, by approximately 20 days, and leaf number at bolting increased by 14 under the low-nitrate condition (Figure 4D, E). Under low-nitrate conditions, the delayed flowering of *nrt1.13* was partially recovered in complementation lines *#1* and *#2* (Figure 4D, E). To further test the role of NRT1.13 in flowering regulation, we isolated another NRT1.13 mutant, *nrt1.13-2*, which also displayed a late-flowering phenotype similar to that of *nrt1.13* (Supplemental Figure 4). Taken together, these data show that *NRT1.13* affects the floral transition in a nitrate-dependent manner, and that the major difference between the wild-type and mutant lines in terms of flowering time mainly arises under low-nitrate conditions.

**Figure 4:**
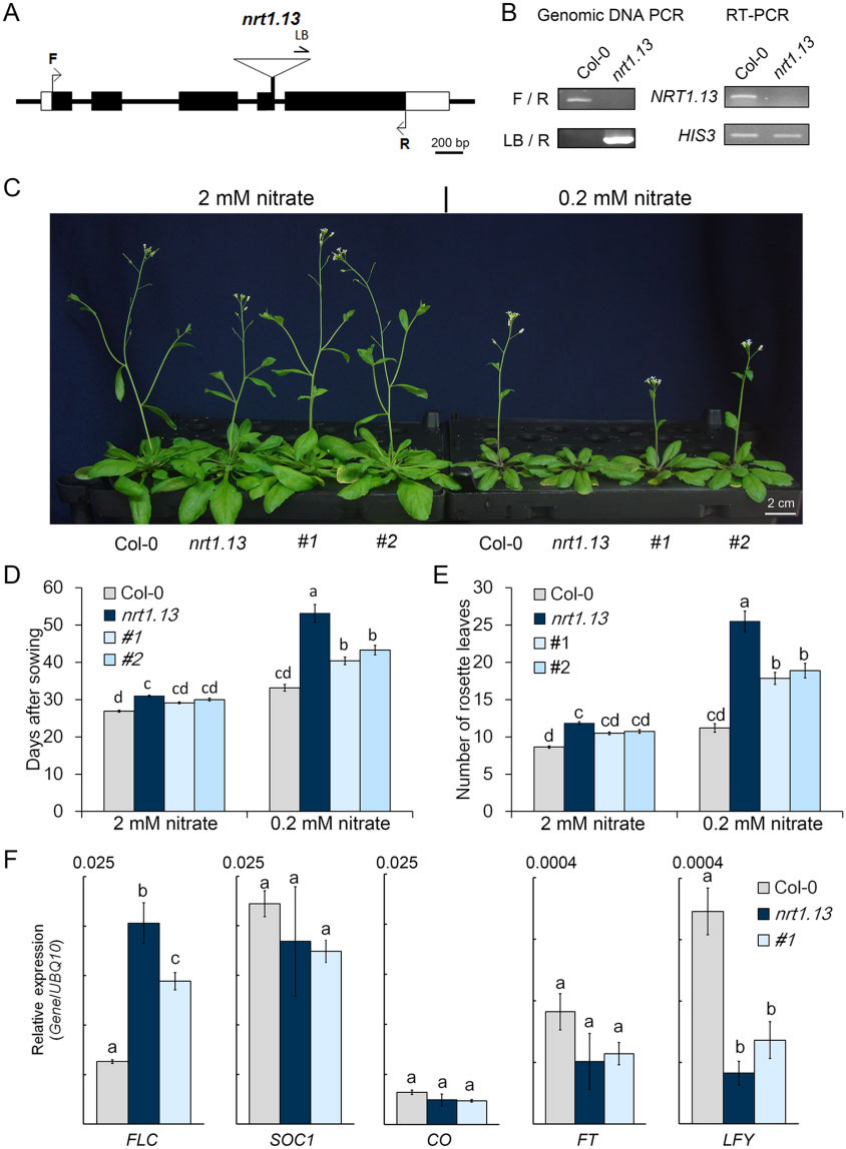
The late-flowering phenotype of *nrt1.13* is more severe under low-nitrate conditions. (A) Schematic of the T-DNA insertion site of the *nrt1.13* mutant. In *nrt1.13*, the T-DNA was inserted into the fourth exon. Black boxes, coding region; white boxes, untranslated region; F and R, the forward and reverse primer, respectively, used for genomic DNA PCR and RT-PCR; LB, left border primer of T-DNA. (B) Genomic DNA PCR and RT-PCR analyses of *nrt1.13*. Total RNA was obtained from petioles of indicated plants. *HIS3*, the internal control of RT-PCR. (C) Photo of 43-day-old plants grown hydroponically with 2 or 0.2 mM nitrate. *P_NRT1.13_:NRT1.13-GFP/nrt1.13 #1* and *#2* are two independent complementation lines. (D) and (E) Flowering time of plants grown under normal (2 mM) and low (0.2 mM) nitrate, indicated as days after sowing (D) or measured as the number of rosette leaves at bolting (E). Values are means ± SE of 25 independent plants. Statistical analysis comprised one-way ANOVA with a Tukey *post hoc* test (*P*<0.05; Supplemental Data set 1). Similar results were obtained in four independent experiments. (F) Expressions of *FLC*, *CO*, *FT*, *SOC1*, and *LFY* measured by RT-qPCR. Total RNA was isolated from whole leaves of 25-day-old plants supplied with 0.2 mM nitrate. Values are the means ± SE of three independent samples. Statistical analysis comprised one-way ANOVA with a Tukey HSD *post hoc* test (*P* < 0.05). Similar results were obtained from two additional experiments.

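The RNAseq data came from shoots of the wild type Col-0 and of *nrt1.13*, a line with a T-DNA insertion in *NRT1.13*, a gene of the NRT1/PTR family. Each library was made from polyadenylated RNA of a single plant. There were 24 libraries in 8 groups of 3 plants, which combined both genotypes with 0.2 or 2 mM KNO_3_ and harvest at 16 or 25 days. The sample labels count these days in places from germination and in places from sowing, with the same numbers. The authors mapped the trimmed paired-end reads to TAIR10 with CLC Genomics Workbench, kept uniquely mapped reads, and deposited a value per gene, the reads on the gene scaled to a common library size (CPM), for 28775 genes in each library. In every library 100% of the values came out as whole multiples of a single step, with deviations of at most 0.00018 of a read. The number of reads behind each value could therefore be recovered. The recovered reads per library ranged from 23608279 to 46155689 with a median of 35030938. The paper states its depth as reads mapped in pairs, and its text does not say whether the count per gene is of reads or of pairs. In wild type at 0.2 mM KNO_3_, the libraries held 31135690 to 38584758 reads (median 35247076) at 16 days and 31216594 to 37227406 (median 32380273) at 25 days. In wild type at 2 mM, they held 34797649 to 46155689 reads (median 35298177) at 16 days and 31418500 to 36092511 (median 35189495) at 25 days. In *nrt1.13* at 0.2 mM, they held 29327238 to 36764808 reads (median 35854168) at 16 days and 23608279 to 45409665 (median 30531015) at 25 days. In *nrt1.13* at 2 mM, they held 31833137 to 35782263 reads (median 34807436) at 16 days and 32113488 to 35061728 (median 35000148) at 25 days. The values of a library summed to between 968394 and 1038371, so they carry a scaling factor per library besides the library size, which the paper's text does not name.
Here the values were tested as log2(CPM + 0.1) with limma, using a trend of the variance with expression and the means of all 8 groups in a single fit. This scale understates the change of low genes. The test covered the 15108 genes with CPM of at least 2 in all 24 libraries, where a CPM of 2 stands for 45.5 to 90.8 reads. As in the paper's methods, a gene was counted as changed at a fold-change (FC) of at least 1.8 and an unadjusted *P* of at most 0.05. The choices that could change the numbers most are this filter, the FC limit and the unadjusted *P*. For a single condition, 3 plants against 3 cannot give an exact permutation *P* below 0.1. The libraries were stranded, but the paper's text does not state whether the counting used the strand, so values of genes that overlap a gene on the other strand are uncertain.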

To elucidate how *NRT1.13* affects flowering time, plants were grown with 2 mM or 0.2 mM KNO_3_ for 16 or 25 days, and the shoots were collected for RNAseq analysis. As listed in Table 1, 23 genes (including *NRT1.13*) showed a > 1.8-fold change between wild type and mutant under low-nitrate conditions. One of these 23 genes is *FLOWERING LOCUS C* (*FLC*), a repressor and integrator in the vernalization and autonomous pathways. 

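*NRT1.13* (AT1G33440) was lower in *nrt1.13* in each condition. At 0.2 mM KNO_3_ it was 3.44 ± 1.14 CPM (SD, n = 3) in *nrt1.13* and 8.67 ± 1.56 CPM (SD, n = 3) in wild type at 16 days. It fell by 1.35 on the log2 scale (SE 0.19, adjusted *P* = 0.000607 from limma with Benjamini-Hochberg (BH) adjustment). At 25 days it was 3.43 ± 0.51 CPM and 8.07 ± 0.81 CPM, a log2 FC of -1.22 (adjusted *P* = 0.00198). At 2 mM it was 4.14 ± 0.83 CPM and 9.05 ± 0.58 CPM at 16 days and 3.83 ± 0.79 CPM and 7.75 ± 0.28 CPM at 25 days. All 12 *nrt1.13* plants were below every wild-type plant of their condition (two-sided exact permutation test within the 4 conditions, *P* = 1.25e-05, the smallest the 160000 arrangements can give, and 3.12e-05 after BH adjustment over the 5 genes tested this way).
At 0.2 mM, 8 genes passed the FC and *P* criteria at 16 days (3 higher and 5 lower in *nrt1.13*) and 19 at 25 days (14 higher and 5 lower). These were 23 genes at either day, of which 4 passed at both, and 14 of the 23 also passed with the adjusted *P*. Table 1 lists 18 of the 23 genes. AT1G18000, AT2G43018, *CNGC11*, *ACD6* and AT5G59670 passed here and are not in Table 1, and with the FC taken as the ratio of mean CPM these 5 did not pass. AT5G50665, *BAM5*, *PSBA*, *FER1* and AT5G45430 are in Table 1 and did not pass. AT5G45430 ranged from 3.16 to 67.6 CPM among wild-type plants and from 3.87 to 23.6 CPM among *nrt1.13* plants at 0.2 mM and 25 days. AT2G43018 fell by 1.03 on the log2 scale at 16 days, and by 0.27 without replicate 2 of *nrt1.13*. The choice that moved the number most was the filter on low values, since 531 genes passed at either day with no filter. It was 35 genes without replicate 1 and 16 without replicate 3 of wild type at 0.2 mM and 25 days.
At 0.2 mM, *CYSTM8* (AT3G22235) had the highest FC of these genes, with 1149 ± 320.0 CPM (SD, n = 3) in *nrt1.13* and 362 ± 139 CPM in wild type at 25 days (log2 FC 1.70, SE 0.21, adjusted *P* = 6.44e-05 from limma). In TAIR10.1, 85.7% of the stretches of 50 bases in its transcript also occur elsewhere in the genome. The same share was 100% for AT5G50665 and AT1G18000 and 41.9% for *CNGC11*, and 1.35% for *NRT1.13*. *UBC11* (AT3G08690) at 0.2 mM fell by 0.98 on the log2 scale at 16 days and by 0.93 at 25 days (adjusted *P* = 3.18e-06 and 5.22e-06 from limma), and no such stretch of it occurs elsewhere. *TLP2* (AT2G18280) fell by 0.86 at 0.2 mM and 16 days (adjusted *P* = 7.06e-06 from limma) and overlaps AT2G18290 on the other strand, which had a mean of 16.9 CPM.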

Expression of *FLC* was significantly higher in the *nrt1.13* mutant, particularly under low-nitrate conditions. Nevertheless, as shown in Supplemental Table 1, expression of genes involved in the vernalization and autonomous pathway, as well as others linked to the photoperiod, gibberellin, temperature, and aging pathways, was not changed in the *nrt1.13* mutant, suggesting that NRT1.13 regulates *FLC* expression and flowering time independently of these known pathways.

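*FLC* (AT5G10140) was 19.4 ± 4.75 CPM (SD, n = 3) in *nrt1.13* and 9.85 ± 4.12 CPM (SD, n = 3) in wild type at 0.2 mM KNO_3_ and 16 days, a log2 FC of 1.03 (SE 0.21, adjusted *P* = 0.0352 from limma with Benjamini-Hochberg (BH) adjustment). At 0.2 mM and 25 days, it was 16.3 ± 2.00 CPM and 5.93 ± 1.08 CPM, a log2 FC of 1.45 (adjusted *P* = 0.000283). At 2 mM the log2 FC was 0.48 at 16 days (11.8 ± 1.24 against 8.46 ± 1.14 CPM, adjusted *P* = 0.653) and 0.83 at 25 days (14.5 ± 2.38 against 8.15 ± 1.27 CPM, adjusted *P* = 0.222). The corresponding FC was 2.04 and 2.74 at 0.2 mM and 1.39 and 1.77 at 2 mM. In all 4 conditions every *nrt1.13* plant was above every wild-type plant (two-sided exact permutation test within the conditions, *P* = 1.25e-05, the smallest possible). Averaged over the conditions, the log2 FC was 0.95 (SE 0.10, adjusted *P* = 1.64e-06).
Whether the difference depends on nitrate was tested as an interaction, the log2 FC at 0.2 mM minus that at 2 mM. It was 0.55 at 16 days (SE 0.29, unadjusted *P* = 0.0718 from limma), 0.63 at 25 days (unadjusted *P* = 0.0405) and 0.59 averaged over both days (SE 0.21, unadjusted *P* = 0.00843). BH adjustment over these 3 tests gave 0.0718, 0.0608 and 0.0253, and adjustment over all 15108 genes gave 0.779, 1 and 0.999. The adjusted *P* at 0.2 mM and 16 days rose above 0.05 with no filter on low values, with only the 6 libraries of the comparison in the fit, with limma without trend and in 6 of the 24 fits that each left out 1 library. The log2 FC there was 0.75 without replicate 1 of wild type and 1.34 without replicate 2 of wild type, which had 14.4 CPM. An antisense gene, AT5G01675, overlaps *FLC* in TAIR10.1 and was not analysed here.

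**Figure D1:**
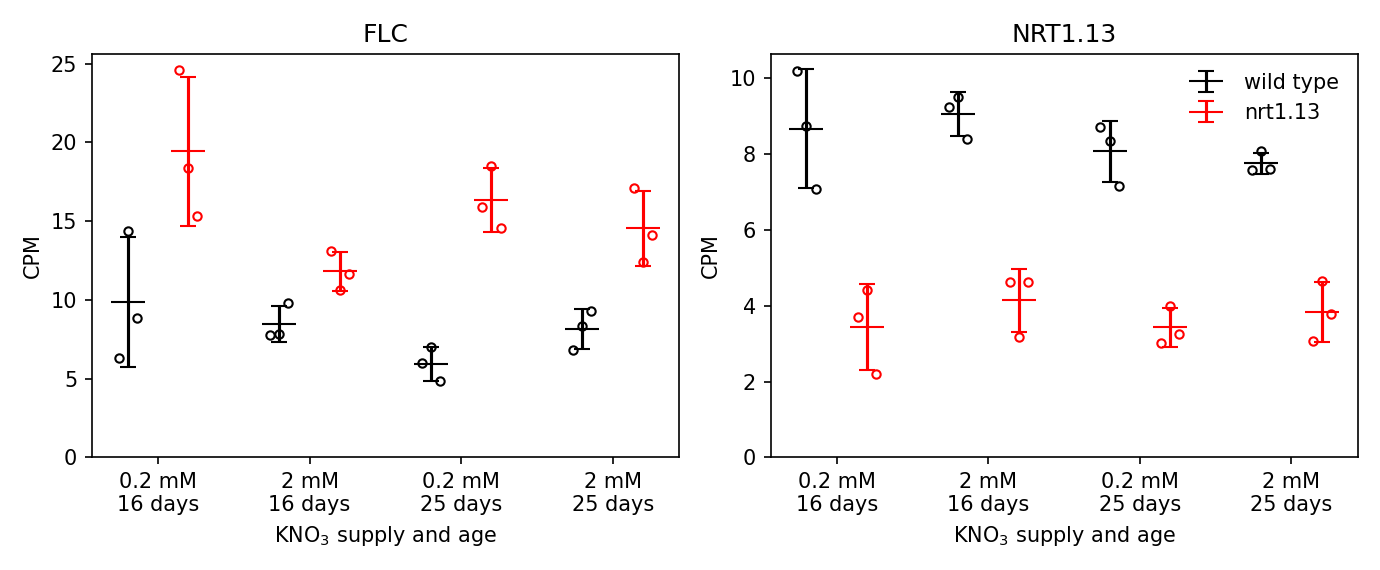
CPM of *FLC* and *NRT1.13* in each library (circles, n = 3 plants per group), by KNO_3_ supply and age, for wild type (black) and *nrt1.13* (red). Horizontal bars and error bars are the mean and SD, and the *FLC* values of *nrt1.13* lie above those of wild type in each of the 4 conditions.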

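Supplemental Table 1 lists 48 genes other than *FLC*, and all 48 had a CPM of at least 2 in all 24 libraries. With adjustment over all genes tested, 0 of the 48 passed an adjusted *P* of 0.05 from limma in any of the 4 conditions. At an unadjusted *P* of 0.05, 7 passed at 0.2 mM KNO_3_ and 16 days, 4 at 2 mM and 16 days, 5 at 0.2 mM and 25 days and 5 at 2 mM and 25 days. Adjusted over the list alone, 3 genes passed at 0.2 mM and 16 days (*SOC1*, *MAF1* and *MAF2*), 1 at 0.2 mM and 25 days (*GNL*) and 0 at 2 mM at either day. With *FLC* kept in the list, 4 of the 49 genes passed at 0.2 mM and 16 days (*FLC* and the same 3), 5 at 0.2 mM and 25 days (*FLC*, *SOC1*, *SNZ*, *GNL* and *SPL4*), 0 at 2 mM and 16 days and 1 at 2 mM and 25 days (*FLC*). None of the 48 reached an FC of 1.8 in any condition. The log2 FC ranged from -0.44 (*SOC1*) to 0.39 (*GID1C*) at 0.2 mM and 16 days, from -0.31 (*SPL4*) to 0.19 (*SPA4*) at 2 mM and 16 days, from -0.62 (*SPL4*) to 0.24 (*SNZ*) at 0.2 mM and 25 days and from -0.56 (*SPL4*) to 0.33 (*GID1C*) at 2 mM and 25 days. *MAF1* and *MAF2*, relatives of *FLC*, had log2 FCs of 0.28 and 0.34 at 0.2 mM and 16 days (adjusted *P* over all genes 0.23 and 0.208 from limma). *GNL* had a log2 FC of -0.45 at 0.2 mM and 25 days (adjusted *P* = 0.145). From the change of *FLC* beside the genes of these pathways, the paper proposes that NRT1.13 acts on *FLC* and on flowering time independently of the known pathways.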

**Table 1:** Genes with alternated expression in *nrt1.13* under 0.2 mM KNO_3_, nitrate-limited condition in RNA-seq analysis

	Days after sawing	16 DAS				25 DAS			
	Nitrate (mM)	0.2		2		0.2		2	
**Locus**	**Description**	**FC**	***P***	**FC**	***P***	**FC**	***P***	**FC**	***P***
**absolute FC ≥1.8 under nitrate-limited condition at 16 and 25 DAG**									
AT5G10140	FLC	**1.97**	0.00	1.40	0.00	**2.75**	0.00	1.78	0.00
AT3G22235	CYSTM8	**1.88**	0.00	1.76	0.00	**3.17**	0.00	**2.11**	0.00
AT3G08690	UBC11	**–1.98**	0.00	–1.78	0.00	**–1.90**	0.00	–1.79	0.00
AT1G33440	NRT1.13	**–2.53**	0.00	**–2.19**	0.00	**–2.39**	0.00	**–2.02**	0.00
**absolute FC ≥1.8 under nitrate-limited condition at 16 DAG**									
AT2G30766	unknown protein	**1.97**	0.04	**2.37**	0.00	1.03	0.85	1.41	0.00
AT5G50665	unknown protein	**1.81**	0.00	–1.14	0.21	–1.22	0.17	1.11	0.43
AT4G08870	ARGAH2	**–1.83**	0.00	–1.37	0.00	1.13	0.29	–1.63	0.00
AT2G18280	TLP2	**–1.83**	0.00	–1.61	0.00	–1.61	0.00	–1.60	0.00
AT4G15210	BAM5	**–1.92**	0.00	–1.09	0.64	1.48	0.12	**–2.79**	0.00
ATCG00020	PSBA	**–2.03**	0.00	–1.05	0.80	1.06	0.79	**5.53**	0.00
**absolute FC ≥1.8 under nitrate-limited condition at 25 DAG**									
AT4G22485	LTP/protease inhibitor	–1.35	0.03	1.24	0.08	**2.40**	0.00	1.74	0.00
AT2G14560	LURP1	1.23	0.04	1.12	0.02	**1.95**	0.00	1.15	0.00
AT1G14200	RING/U-box superfamily protein	1.64	0.00	1.12	0.16	**1.91**	0.00	1.27	0.00
AT5G03350	Legume lectin family protein	–1.02	0.83	–1.01	0.79	**1.89**	0.00	1.01	0.84
AT5G01600	FER1	1.22	0.55	–1.75	0.00	**1.89**	0.02	**–5.32**	0.00
AT2G40750	WRKY54	1.04	0.72	1.07	0.34	**1.88**	0.00	1.22	0.00
AT5G60900	RLK1	1.02	0.83	1.10	0.19	**1.85**	0.00	1.10	0.07
AT1G35710	LRR protein kinase	–1.13	0.27	1.08	0.30	**1.83**	0.00	1.03	0.50
AT3G48280	CYP71A25	1.76	0.00	1.74	0.00	**1.83**	0.00	1.78	0.00
AT5G24420	PGL5	1.19	0.02	1.36	0.00	**1.81**	0.00	–1.03	0.83
AT2G23130	AGP17	1.04	0.60	1.06	0.32	**–1.83**	0.00	–1.42	0.00
AT4G08950	EXORDIUM	–1.01	0.89	–1.02	0.77	**–1.86**	0.00	–1.64	0.00
AT5G45430	Protein kinase	1.18	0.64	–1.73	0.05	**–2.96**	0.01	–1.21	0.63

FC: fold-change of gene differential expression comparing *nrt1.13* with wild type, positive value means up-regulation and negative value means down-regulation in the *nrt1.13*; FC > 1.8 or FC< 1.8 are underlined; P: *P*-value.

Expression of several key floral integrators was further confirmed by RT-qPCR. As shown in Figure 4F and consistent with our RNAseq data, expression of *FLC* was increased in *nrt1.13* compared with Col-0 at 25 DAG under low-nitrate conditions, but neither *CONSTANS* (*CO*, an activator in the photoperiod pathway) nor *SUPPRESSOR OF OVEREXPRESION OF CONSTANS 1* (*SOC1*) exhibited any difference. 

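In the RNAseq data at 0.2 mM KNO_3_ and 25 days, *CO* (AT5G15840) was 3.84 ± 0.27 CPM (SD, n = 3) in *nrt1.13* and 4.58 ± 0.17 CPM (SD, n = 3) in wild type. Its log2 FC was -0.25 (SE 0.14, adjusted *P* = 0.915 from limma), and its plants did not overlap between the genotypes. *SOC1* (AT2G45660) was 10.8 ± 1.53 CPM in *nrt1.13* and 13.6 ± 1.37 CPM in wild type, a log2 FC of -0.33 (SE 0.10, unadjusted *P* = 0.00405, adjusted *P* = 0.306 from limma), and its plants overlapped. At 16 days and 0.2 mM, *SOC1* was 12.4 ± 0.51 and 17.0 ± 1.12 CPM (unadjusted *P* = 0.00021, adjusted *P* = 0.103 from limma).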

*FLOWERING LOCUS T* (*FT*) and *LEAFY* (*LFY*) represent convergence points for various signals, but their expression levels were too low to allow further RNAseq analysis here. 

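*FT* (AT1G65480) ranged from 0.088 to 3.48 CPM, which stands for 2 to 135 reads, and reached a CPM of 2 in 9 of 24 libraries. *LFY* (AT5G61850) ranged from 0 to 0.866 CPM, or 0 to 33 reads, and reached a CPM of 2 in 0 libraries. Both were therefore below the filter of CPM 2 in all 24 libraries and were tested singly here, by a test chosen after this was seen. At 0.2 mM KNO_3_ and 25 days, *FT* was 0.205 ± 0.170 CPM (SD, n = 3) in *nrt1.13* and 0.419 ± 0.327 CPM (SD, n = 3) in wild type, and *LFY* was 0.0867 ± 0.0751 and 0.564 ± 0.281 CPM. At 0.2 mM and 16 days, *FT* was 1.39 ± 0.52 and 2.96 ± 0.50 CPM and *LFY* was 0.117 ± 0.096 and 0.128 ± 0.106 CPM. At 2 mM and 16 days, *FT* was 1.51 ± 0.74 and 2.89 ± 0.31 CPM and *LFY* was 0.116 ± 0.008 and 0.571 ± 0.154 CPM. At 2 mM and 25 days, *FT* was 1.03 ± 0.44 and 1.85 ± 0.31 CPM and *LFY* was 0.282 ± 0.219 and 0.368 ± 0.161 CPM. Over the 4 conditions, *FT* differed by -0.92 on the log2(CPM + 0.1) scale and lay below the wild-type mean in 12 of 12 *nrt1.13* plants (two-sided exact permutation test within the conditions, *P* = 0.000588, adjusted over the 5 genes 0.00098). *LFY* differed by -0.98 and lay below it in 10 of 12 plants (exact permutation *P* = 0.00278, adjusted 0.00348). The plants of the genotypes did not overlap in 2 of the 4 conditions for each gene, where chance gives 10% per condition for 3 against 3. For *FT* these were 16 days at both supplies. For *LFY* they were 2 mM at 16 days and 0.2 mM at 25 days. The paper's RT-qPCR used leaves at 0.2 mM and 25 days. In that condition *FT* overlapped here (exact permutation *P* = 0.4) and *LFY* did not (exact permutation *P* = 0.1, the smallest possible). At these depths 1 library of *FT* and 5 of *LFY* held 3 reads or fewer.

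**Figure D2:**
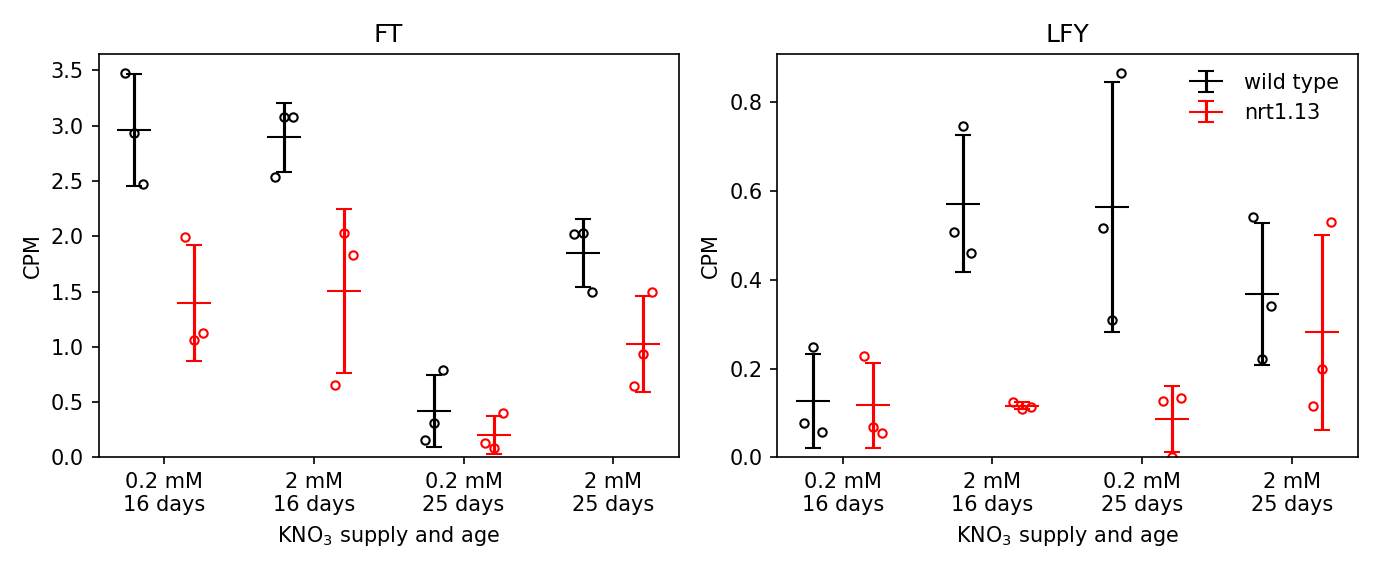
CPM of *FT* and *LFY* in each library (circles, n = 3 plants per group), by KNO_3_ supply and age, for wild type (black) and *nrt1.13* (red). Horizontal bars and error bars are the mean and SD, and all values of *LFY* lie below a CPM of 2.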

When examined by RT-qPCR, expression of *FT* was not altered under our experimental conditions, whereas expression of *LFY* was significantly decreased in the *nrt1.13* mutant (Figure 4F). Transceptor CHL1 is involved in the primary nitrate response (Ho et al., 2009). As shown in Supplemental Figure 5, the primary nitrate response in roots and shoots of *nrt1.13*—as assessed using *NRT2.1* and *NIA2* as marker genes, respectively—was similar to that of wild type, indicating that NRT1.13 is not involved in the primary nitrate response. Taken together, these data indicate that *NRT1.13* controls the floral transition by a pathway that regulates the expression of *FLC* and *LFY*.

*LFY* is known to act downstream of *FLC* (Srikanth and Schmid, 2011; Song et al., 2013), so *FLC* could be the critical player in the *NRT1.13*-controlled pathway. To test whether FLC plays a major role in the nitrate- and NRT1.13-regulated pathways, we measured and compared flowering times of single and double mutants. As shown in Figure 5, under both our normal- and low-nitrate conditions, the *flc* mutant flowered earlier than the wild type. More interestingly, the nitrate-dependent late-flowering phenotype of the *nrt1.13* mutant was not manifested in the *flc nrt1.13* double mutant, indicating that *FLC* is required for the late-flowering phenotype observed in the *nrt1.13* mutant. Flowering times of the *flc nrt1.13* double mutant were similar to those of the *flc* mutant, consistent with our expression analysis, so we conclude that *FLC* functions downstream of *NRT1.13* to control nitrate-dependent flowering.

**Figure 5:**
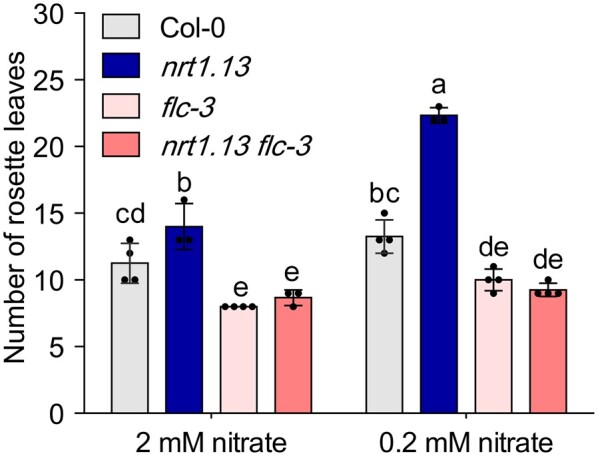
FLC is involved in the late-flowering phenotype of the *nrt1.13* mutant. The flowering time of plants grown under normal (2 mM) or low (0.2 mM) nitrate, measured as the number of rosette leaves at bolting. Values represent means ± SD of 3∼4 independent plants. Statistical analysis by one-way ANOVA with Tukey HSD *post hoc* test (p < 0.05; Supplemental Data set 1). Similar results were obtained from four experiments.

### *NRT1.13* regulates lateral nitrate allocation at nodes

*NRT1.13* is expressed at the nodes, so we were interested to determine whether *NRT1.13* can regulate nitrate distribution at nodes. To assess this, plants grown with normal (2 mM) or low (0.2 mM) nitrate were fed with ^15^${\text{NO}}_{3}^{–}$ at either 2 mM for one hour or 0.2 mM for two hours, and then, the ^15^N content of the stem segments above the nodes, as well as the branches and cauline leaves growing out of the nodes, was analyzed. We observed a major difference between Col-0 and *nrt1.13* in nitrate allocation under low nitrate. At high nitrate, cauline leaf ^15^N content was reduced to 62% that of the wild-type level (Figure 6A), but there was no difference for branches. At low nitrate, compared with Col-0, less ^15^N was allocated into both cauline leaves and branches; ^15^N content in cauline leaves and branches of *nrt1.13* were reduced to 46% and 59%, respectively, of the wild-type level (Figure 6A). When the relative distribution of ^15^N was compared in the three segments after the node—cauline leaf, branch, and internode between nodes 1 and 2 from the bottom—we observed that, under normal nitrate conditions, 53.2 ± 3.7% of ^15^N was allocated to the lateral parts including the cauline leaves and branches of Col-0 (Figure 6B), and a comparable ratio (57.0 ± 3.7%) was observed in *nrt1.13.* However, under low nitrate, the ratio of lateral ^15^N allocation was reduced to 39.5 ± 4.2% in Col-0 and further reduced to 28.0 ± 2.1% in *nrt1.13*. These data indicate that *NRT1.13* is important for lateral nitrate allocation at nodes and particularly under low-nitrate conditions.

**Figure 6:**
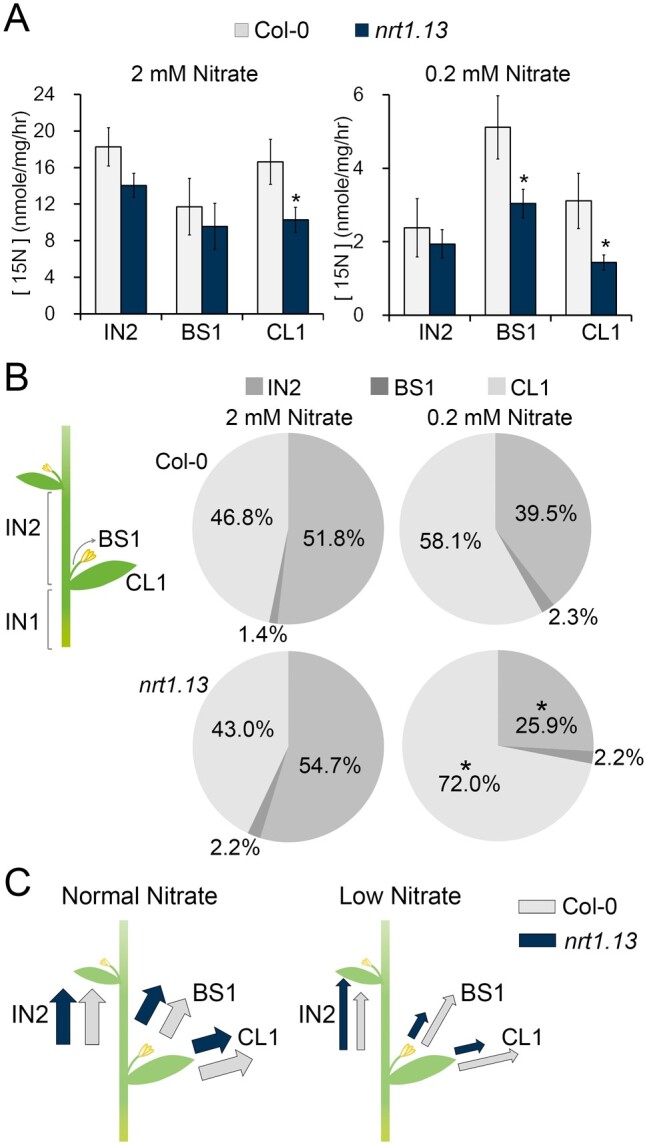
Nitrate allocation at nodes is modulated in *nrt1.13*. Nitrate allocation assay of plants supplied with 2 mM or 0.2 mM ^15^${\text{NO}}_{3}^{-}$. The ^15^N concentration of the basal cauline leaf (CL1), the stem of the basal cauline branch (BS1), and the internode between the basal node and second node (IN2) was determined as described in the Methods. Values are means of 21, 26, 17, and 28 independent plants of Col-0 (2 mM), *nrt1.13* (2 mM), Col-0 (0.2 mM), and *nrt1.13* (0.2 mM), respectively. (A) The ^15^N content in CL1, IN2, and BS1 of plants grown with 2 mM or 0.2 mM nitrate. Values are means ± SE (*, *P* < 0.05, Student’s *t*-test, compared with Col-0; Supplemental Data set 1). (B) The relative ratio of ^15^${\text{NO}}_{3}^{-}$ accumulation in CL1, BS1, and IN2. The relative ratio is calculated as the amount of ^15^N in each part divided by the total amount of ^15^N found in all three parts. (*, *P* < 0.05, Student’s *t*-test, compared with Col-0; Supplemental Data set 1). (C) Model of nitrate allocation in Col-0 (white arrow) and *nrt1.13* (grey arrow) under normal (2 mM) and low (0.2 mM) nitrate conditions.

### Node number and outgrowth are altered in *nrt1.13* in a nitrate concentration–dependent manner

Since *NRT1.13* is expressed at the node (Figure 3B) and regulates lateral nitrate allocation (Figure 6), shoot architecture might be affected. The phenotypes of cauline branches in *nrt1.13* were examined under both normal- and low-nitrate conditions. Under normal concentrations of nitrate (2 mM), the number of nodes along the primary inflorescence stem was slightly increased in *nrt1.13* compared with Col-0 (Figure 7A). At low nitrate (0.2 mM), the difference between the wild type and mutant was more pronounced, as *nrt1.13* possessed twice as many nodes as Col-0 (Figure 7A). Thus, when the nitrate concentration was reduced to 0.2 mM, the node number of the primary inflorescence stem showed no change compared with that of normal nitrate in Col-0. By contrast, the node number was affected dramatically by nitrate supply in *nrt1.13*, increasing from an average of 3.1 under normal nitrate to 5.1 under low nitrate. In a complementation line, node number was reduced to a level comparable to that of Col-0 (Figure 7A). This result indicates that NRT1.13 can affect node formation, especially under low nitrate.

**Figure 7:**
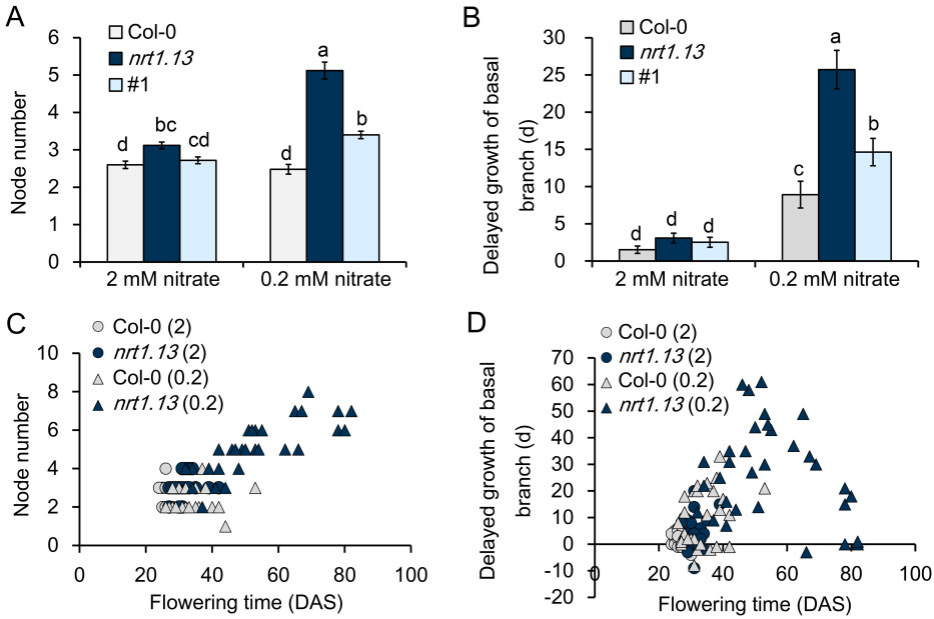
Branching pattern is altered in *nrt1.13*. (A) Node number of the primary inflorescence stem for plants grown under low (0.2 mM) and normal (2 mM) nitrate. Values are means ± SE of 25 independent plants. (B) Growth difference between basal and apical branches for plants grown at low and normal nitrate. The day when the apical and basal branch lengths reached 0.5 cm was recorded and compared. Data presented represent the delayed growth of basal branches compared to apical branches. Values are means ± SE of 25 independent plants. Statistical analysis in A and B comprised one-way ANOVA with a Tukey B *post hoc* test (*P*<0.05; Supplemental Data set 1). (C) and (D) Relationship between the phenotypes of flowering time and node number (C) or flowering time and delayed growth of basal branches (D) for plants grown under low or normal nitrate. Circles, normal nitrate (2 mM); triangles, low nitrate (0.2 mM); white, Col-0 plants; black, *nrt1.13* plants. Data from 28, 28, 30, and 32 plants of Col-0 (2 mM), Col-0 (0.2 mM), *nrt1.13* (2 mM), and *nrt1.13* (0.2 mM), respectively, are presented. The Pearson correlation coefficients (*r*) are 0.788 (*n*=124, *P*=0.000) between the flowering time and branch number and 0.467 (*n*=119, *P*=0.000) between the flowering time and outgrowth of basal branches (Supplemental Data set 1). Similar results were observed in another two experiments.

Another branch-related phenotype of *nrt1.13* is delayed outgrowth of basal branches. To quantify outgrowth of branches, we recorded the day when branch length reached 0.5 cm. Under normal nitrate conditions, outgrowth of basal branches compared with apical branches was delayed for an average of 2–3 days in both Col-0 and *nrt1.13* (Figure 7B, Supplemental Figure 6). In comparison, under low nitrate, outgrowth of basal branches was delayed for approximately nine days in Col-0 and a dramatic four weeks in *nrt1.13*. The branch growth phenotype of *nrt1.13* could be partially rescued in the complementation line (Figure 7B). This result shows that NRT1.13 can regulate branch outgrowth, and its influence is more significant on basal branches, particularly under low-nitrate conditions.

To determine the correlation between flowering and branch phenotypes, the flowering times of the wild-type and mutant plants were plotted against cauline branch number (Figure 7C) or outgrowth of basal branches (Figure 7D). A Pearson product-moment correlation coefficient was computed to assess the relationship between flowering time and branch phenotypes. There was a stronger positive correlation between flowering time and cauline branch number (*r* = 0.788, *P* = 0.000) compared with the correlation between flowering time and outgrowth of basal branches (*r* = 0.467, *P* = 0.000). As for the growth phenotypes, nitrate concentration exhibited little or no effect on node number of the primary inflorescence stem, flowering time, and basal branch outgrowth in Col-0. However, in *nrt1.13*, low nitrate led to late flowering, increased node number, and delayed basal branch outgrowth compared with normal-nitrate conditions. Thus, compared to wild type, *nrt1.13* is more sensitive to a reduction in nitrate supply, suggesting that *NRT1.13* plays an important role in acclimation to nitrate status, by which the reproductive transition and branch development are regulated.

## Discussion

### Role of NRT1.13 in nitrate regulation of plant development

CHL1 (NRT1.1/NPF6.3) of the NRT1 (NPF) family functions as a transceptor to monitor changes in nitrate concentration in soil and to regulate the primary nitrate response and lateral root development (Ho et al., 2009; Krouk et al., 2010). A proline residue in the cytosolic loop between the 10th and 11th transmembrane domains is well conserved in the family (Ho et al., 2009). Transport activity is abolished when this proline is mutated into leucine, but the sensing function is not affected. Interestingly, in *Arabidopsis*, only three members of the family (including NRT1.13) do not have the proline residue at the corresponding position (Supplemental Figure 1). As expected, NRT1.13 cannot transport nitrate when expressed in oocytes (Figure 1). However, when the serine in NRT1.13 is converted back to proline, nitrate transport ability can be detected, suggesting that NRT1.13 (which is located at the plasma membrane, Figure 2) can bind nitrate but cannot transport it across the membrane. *NRT1.13* is expressed in the parenchyma cells adjacent to xylem (Figure 3). When grown under normal nitrate concentrations, no dramatic visible growth phenotypes were observed in *nrt1.13*. By contrast, when grown under low nitrate, the mutant exhibited late flowering, increased cauline branch number, and arrested basal cauline branch outgrowth compared with Col-0 (Figures 4–7). Thus, these data suggest that NRT1.13 may function as a transceptor to monitor nitrate levels in the xylem and regulate the plasticity of shoot architecture. Nevertheless, we cannot completely exclude the alternative possibility that NRT1.13 without transport activity might interact with other nitrate transporters *in planta* to modulate nitrate distribution, leading to the observed developmental changes.

### The floral transition in *nrt1.13*

Mineral nutrients, particularly nitrogen and phosphate, are critical environmental cues regulating the floral transition (de Jong and Leyser, 2012; Vidal et al., 2014; Zhang et al., 2014). Compared with the vernalization, autonomous, photoperiod, gibberellin, and aging pathways, the mechanism of the nutrient-modulated floral transition pathway is less well characterized (de Jong and Leyser, 2012). Emerging evidence is revealing the role of nitrate in regulating the floral transition (Castro Marin et al., 2011; Kant et al., 2011; Liu et al., 2013; Yuan et al., 2016; Gras et al., 2018). These studies focused on how higher concentrations of nitrate/nitrogen delay flowering. When sufficiently broad ranges of nitrate concentrations have been examined simultaneously, it was observed that both extremely high and extremely low concentrations of nitrate delay flowering, with flowering time displaying a U-shaped response to nitrate concentrations (Lin and Tsay, 2017; Gras et al., 2018). In our study (Figure 4), the low-nitrate-induced flowering delay is more severe in the *nrt1.13* mutant and this *nrt1.13*-mediated flowering defect is nitrate concentration-dependent, indicating that *NRT1.13* participates in low-nitrate modulation of flowering time.

Under the 0.2 mM nitrate condition, the delayed flowering mutant, *nrt1.13*, showed increased expression of the flowering repressor *FLC* and reduced expression of the positive regulator *LFY* (Figure 4). The role of FLC in NRT1.13-mediated low-nitrate flowering control is reinforced by the loss of the late-flowering phenotype in the *nrt1.13 flc* double mutant, suggesting that FLC could be an entry point for the low-nitrate response pathway (Figure 8). Kant et al. (2011) have shown that expression of *FLC* and *LFY*, but not *FT*, is changed upon altering nitrate concentrations, and Castro Marin et al. (2011) have shown that the flowering response to nitrate was abolished in *35S::FLC* mutants. Nevertheless, in the study by Castro Marin et al. (2011), *lfy* mutants still exhibited a nitrate-modulated change in flowering time, suggesting that *LFY* might not be the only downstream target of *FLC* in the nitrate regulatory pathway. Our study, together with these previous findings, suggests that the nitrate-modulated floral transition is mediated by regulating *FLC* and *LFY* expression and that *NRT1.13* is an additional player upstream of this regulatory pathway.

**Figure 8:**
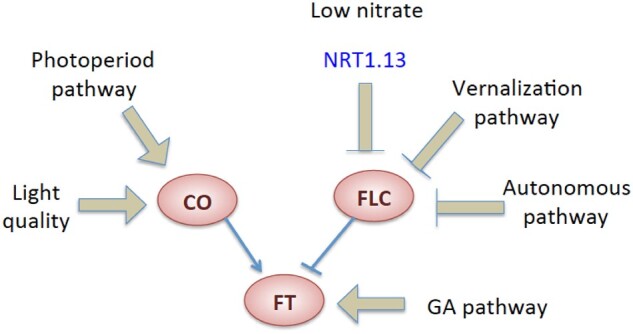
NRT1.13 is required to repress the expression of *FLC* in order to facilitate flowering under low-nitrate conditions. Apart from the vernalization and autonomous pathways, FLC is also a target of the nitrate-dependent regulation of flowering control.

Castro Marin et al. (2011) showed for mutants defective in the autonomous pathway (*faw-1*, *fve-1*, *fy-1*), in the photoperiod pathway (*co2tt4*), in a target of the gibberellin pathway (*ft-*7), or for floral integrators (*fd-1*, *lfy*) that high nitrate still induces delayed flowering, suggesting that the nitrate regulation pathway is parallel to but independent of the autonomous, gibberellin, and photoperiod pathways. Consistent with that notion, we observed that expression of genes in these pathways showed no difference in the *nrt1.13* mutant. Nevertheless, a recent study reported that the floral repressors SCHLAFMUTZE (SMZ) and SCHNARCHZAPFEN (SNZ), which act downstream of gibberellin signaling, are required for the high-nitrate-elicited flowering delay (Gras et al., 2018). In addition, Yuan et al. (2016) identified a different nitrogen regulatory flowering pathway mediated by the blue-light receptor CRY1 (but not CRY2) and ferredoxin-NADP^+^-oxidoreductase (FNR1) in plants grown in the presence of both ammonium and nitrate (or ammonium alone) under long-daylight conditions. 

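Over all 4 conditions together, 3 of the 48 genes of Supplemental Table 1 other than *FLC* had an adjusted *P* of at most 0.05 over all genes (limma, 12 plants against 12), and 15 had an unadjusted *P* under 0.05. These 3 were *SOC1*, with a log2 FC of -0.26 (SE 0.05, adjusted *P* = 0.00735), *SPL4*, with -0.43 (SE 0.09, adjusted *P* = 0.013), and *SNZ*. *SOC1* and *SPL4* were each lower in *nrt1.13* on average in 4 of 4 conditions. AT1G07867 overlaps *SPL4* on the other strand and was not analysed here. Adjusted over the list alone there were 6 genes, which also included *SPA3*, *GID1C* and *SPL15*. The log2 FC of the 48 genes lay between -0.43 and 0.21. With 1 library left out in turn, 2 to 4 genes passed.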

Our RNA-seq analysis shows that *SMZ*, *SNZ*, *CRY1*, and *FNR1* are not differentially expressed in the *nrt1.13* mutant. 

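*SMZ* was 14.9 ± 0.17 CPM (SD, n = 3) in *nrt1.13* and 13.5 ± 0.79 CPM (SD, n = 3) in wild type at 0.2 mM KNO_3_ and 16 days, and 7.48 ± 1.23 and 7.59 ± 3.73 CPM at 0.2 mM and 25 days. At 2 mM it was 7.98 ± 1.07 and 7.96 ± 1.51 CPM at 16 days and 1.99 ± 0.37 and 2.56 ± 0.32 CPM at 25 days. *SMZ* was below a CPM of 2 in 2 of 24 libraries and was tested singly (log2 difference -0.03, two-sided exact permutation *P* = 0.797, below the wild-type mean in 7 of 12 *nrt1.13* plants). *SNZ* (AT2G39250) had log2 FCs of 0.16, 0.19, 0.24 and 0.06 at 0.2 mM and 16 days, 2 mM and 16 days, 0.2 mM and 25 days and 2 mM and 25 days, with adjusted *P* of 0.507, 0.619, 0.326 and 1 from limma. Over the 4 conditions its log2 FC was 0.16 (SE 0.04, adjusted *P* = 0.0238), which lost its adjusted call in 5 of the 24 fits that each left out 1 library. *CRY1* (AT4G08920) had a log2 FC of 0.05 over the 4 conditions (SE 0.03, adjusted *P* = 0.475). *FNR1* (AT5G66190) had a log2 FC of 0.11 (SE 0.04, adjusted *P* = 0.114), and it overlaps AT5G66180 on the other strand, which had a mean of 10.8 CPM. None of *SNZ*, *CRY1* and *FNR1* had an absolute log2 FC above 0.24 in any condition.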

Since the studies by Yuan et al. (2016) and Gras et al. (2018) focus on high-N/nitrate-induced flowering delay, and our study investigates low-nitrate-induced flowering delay, the mechanisms responsible for different ranges of nitrate/nitrogen concentrations, that is for the left- and right-hand-sides of U-shaped flowering responses (Lin and Tsay, 2017), might be different.

In addition, it is known that nitrate has a strong influence on flowering time under short-day conditions, but has little effect under long days (Castro Marin et al., 2011). Under our experimental conditions of neutral daylight and with nitrate as the sole nitrogen source, the photoperiod pathway was not activated, so the FLC/NRT1.13 pathway might be more dominant. Likewise, trehalose-6-phostate (a proxy for carbohydrate status) regulates flowering via the induction of FT in the leaf under long-day conditions, but via the aging pathway at the shoot apical meristem independently of the photoperiod pathway (Wahl et al., 2013).

### Node number is regulated by nitrate availability in *nrt1.13*

When plants were grown under normal-nitrate concentrations (2 mM), the *nrt1.13* mutant exhibited an equivalent number of nodes along the primary inflorescent stem as wild type. However, under diminished nitrate (0.2 mM), the number of nodes in the mutant increased (Figure 7A). This nitrate-dependent pattern of altered node number is similar to the pattern of the flowering defect. Indeed, as shown in Figure 7, there was a strong positive correlation between flowering time and node number (*r* = 0.788). Consistent with this observation, several studies have already shown that both flowering time and shoot architecture are simultaneously altered in mutants of floral integrator genes or floral meristem identity genes, for example *lfy*, *tfl1*, *ft*, *tsf*, *ap1* (Shannon and Meeks-Wagner, 1991; Teo et al., 2014; Tsuji et al., 2015). Moreover, analysis of eight quantitative trait loci (QTLs) contributing to natural variation in reduced stem branching (RSB) has suggested that the flowering regulators are the candidate genes (Huang et al., 2012). Therefore, it is possible that the flowering and node number phenotypes of *nrt1.13* are regulated by the same pathway. In addition, the increased expression of *FLC* observed in *nrt1.13* (Figure 4F) might be simultaneously responsible for the late flowering and increased node number in the mutant (Figure 7A).

### Branch outgrowth and nitrate allocation in *nrt1.13*

Another defect we observed of *nrt1.13* is delayed outgrowth of the cauline branch, and particularly the basal branch, under low-nitrate conditions (Figure 7B, Supplemental Figure 6). In Col-0, low-nitrate delays branch outgrowth and this delay is more severe at the basal branch. This low-nitrate-induced delay of basal branch outgrowth was more pronounced in *nrt1.13*, suggesting that *NRT1.13* is involved in the nitrate-regulated basal branch outgrowth mechanism.

A similar effect of low nitrate on delayed basal bud activation (early termination of the basipetal activation sequence) has been reported in *Arabidopsis* and *Rosa hybrida* (de Jong et al., 2014; Furet et al., 2014). In addition to nitrogen deficiency, phosphate deficiency can also affect outgrowth of shoot branches (Umehara et al., 2010; Kohlen et al., 2011; Drummond et al., 2015). Analyses of branching responses to nutrients in several hormone mutants have suggested that cytokinin, strigolactone, and auxin might participate in or interact with nutrient signaling to regulate branch outgrowth (Umehara et al., 2010; Kohlen et al., 2011; de Jong et al., 2014; Drummond et al., 2015; Muller et al., 2015). Interestingly, in decapitated pea plants, bud release occurs before changes in auxin content and it is correlated better with sugar accumulation, suggesting that sugar demand rather than auxin is the primary regulator of bud activation (Mason et al., 2014). Thus, more and more evidence reveals the important role of nutrients in regulating shoot architecture.

Expression levels of *NRT1.13* are higher in the basal node than in the apical node (Figure 3C). Consistent with this expression pattern, branch outgrowth inhibition by low nitrate was more pronounced in the basal branches of *nrt1.13* (Figure 6B, Supplemental Figure 6). We examined expression levels of several hormone marker genes in the basal node, but no significant change was detected in *nrt1.13.* Therefore, further evidence is required to determine whether hormones are involved in the shoot architecture defect of *nrt1.13*. Our ^15^N allocation analysis showed that at the basal node, less ^15^N was allocated laterally to the cauline leaf and branch in *nrt1.13*, particularly under low-nitrate conditions (Figure 6). Like the branch outgrowth defect, the lateral ^15^N allocation defect was more evident at low nitrate, so the outgrowth defect may be due to reduced nitrate allocation to the branch. Since our functional study showed that NRT1.13 cannot transport nitrate directly (Figure 1), the allocation defect may be due to an indirect effect of NRT1.13 on either expression or activation of some unknown transporters through post-transcriptional regulation or protein–protein interactions.

### The function of NRT1.13 without the conserved proline residue

All described functional transporters in the NRT1 (NPF) family contain the conserved proline residue between transmembrane domains 10 and 11 (Supplemental Figure 1). Like NRT1.13, SP1 (OsNPF4.1) does not have the conserved proline residue and shows no transport activity for tested substrates, including nitrate, dipeptides, histidine, glutamate, proline, citrulline, ammonium, dicarboxylates, or hexoses (Li et al., 2009). In rice, *sp1* shows a defect in basal panicle elongation and exhibits the short-panicle phenotype. Shoot development is known to be regulated by plant hormones and, recently, several studies have shown that substrates of NRT1 (PTR) members can be extended from nitrate and peptide to auxin, abscisic acid, glucosinolate, gibberellin, and jasmonoyl-isoleucine (JA-Ile) (Sugiura et al., 2007; Krouk et al., 2010; Kanno et al., 2012; Nour-Eldin et al., 2012; Leran et al., 2014; Chiba et al., 2015). Although NRT1.13 has shown no ABA, GA, or JA-Ile transport ability (Kanno et al., 2012; Chiba et al., 2015) and the proline residue in CHL1 is important for auxin transport (Krouk et al., 2010), the possibility for NRT1.13 without the corresponding proline residue to transport hormones might be low but cannot be completely ruled out.

Our functional analysis in Xenopus oocyte shows that wild-type NRT1.13 cannot transport nitrate, but the S487P mutation recovered nitrate transport activity (Figure 1). Single amino acid substitutions in a protein may alter protein stability or targeting. Nevertheless, when we injected the same amount of cRNA into Xenopus oocytes, the protein accumulation levels of wild-type NRT1.13 and S487P were similar (Supplemental Figure 2), indicating that it is more likely that the substitution of S487 with proline does not affect the protein stability. In addition, both wild-type NRT1.13 and S487P-GPF localize in the plasma membrane upon transient expression in mesophyll protoplasts (Figure 2). Therefore, the lack of nitrate transport activity of wild-type NRT1.13 is not due to changes in protein stability or targeting and, instead, it is more likely that wild-type NRT1.13 is a defective nitrate transporter. Thus, unless an as-yet unknown partner protein, present only *in planta* but not in Xenopus oocytes, is required to restore the conformation and transport activity of NRT1.13, the available data suggest that the transport activity might not be required for the function of NRT1.13 to regulate flowering and the plasticity of the shoot development.

The crystal structure of CHL1 suggests that the highly conserved proline reside at 492 is important for structural coordination of the two helices constituting transmembrane domains 10 and 11 (Parker and Newstead, 2014; Sun et al., 2014). It has been suggested that E476 on transmembrane domain 10, which forms an intracellular gate with K164 in the outward open conformation and supports substrate binding of the histidine residue (H356) in the inward open conformation (Parker and Newstead, 2014; Sun et al., 2014), may be important for the transition between different conformations. Substituting the proline with other residues in *chl1-9*, SP1, and NRT1.13 may hamper the conformational change required for substrate transport.

NRT1.13 cannot transport nitrate but it can bind nitrate, and the phenotypes of *nrt1.13* are nitrate concentration-dependent, suggesting that NRT1.13 may monitor changing nitrate concentrations and regulate shoot development. Nitrate acquired from soil is transported from roots to various tissues via the xylem. NRT1.13 expressed in xylem parenchyma cells could thereby monitor the nitrate supply in the xylem and regulate flowering, branch initiation, and basal branch outgrowth. The defective phenotypes of *nrt1.13* are more severe under low-nitrate conditions, indicating that NRT1.13 is required for low-nitrate acclimation. At low nitrate, NRT1.13 may activate some salvage processes, for example by enhancing lateral allocation at the nodes to facilitate branch outgrowth and by attenuating FLC expression to control flowering, and thereby overcome the nutrient shortage. Study of CHL1 has indicated that external nitrate can be monitored at root surfaces to regulate gene expression and root development (Ho et al., 2009; Krouk et al., 2010). Our study of NRT1.13 suggests that internal nitrate can be monitored near the xylem to regulate shoot architecture.

## Materials and methods

### Plant material, growth conditions, and phenotype analysis

*Arabidopsis thaliana* Columbia-0 ecotype (Col-0) was used as the wild-type control. T-DNA mutants *nrt1.13* (SAIL_258_H05) and *nrt1.13-2* (WiscDsLoxHs064_12G) were obtained from the Arabidopsis Biological Resource Center (http://abrc.osu.edu/) (Sessions et al., 2002). The T-DNA insertion was confirmed by Genomic PCR using F, R, and LB primers listed in Supplemental Table 2. For complementation lines *P_NRT1.13_:NRT1.13-GFP/nrt1.13 #1* and *#2*, the genomic fragment including a 2-kb upstream promoter and *NRT1.13* coding region was amplified by PCR using the 2kb-F primer and *NRT1.13*-R primer (sequences listed in Supplemental Table 2), cloned in-frame with GFP in the binary vector pMDC107 (Curtis and Grossniklaus, 2003), and then introduced into *nrt1.13.* For *P_NRT1.13_:GUS*, the genomic fragment from the 2-kb promoter to the middle of the second exon was amplified by PCR using the 2kb-F primer and exon2-R primer, cloned into vector pMDC163 (Curtis and Grossniklaus, 2003), and then introduced into Col-0.

Most plants were grown on the hydroponic system from Araponics (http://www.araponics.com/) in a growth chamber (12-h light/12-h dark, light source: Philips Lifemax Cool White, 70–80 µmol m^−2^ s^−1^, 23°C). After cold treatment, seeds were germinated on rock wool in water and hydroponic buffer was applied at day 3. The hydroponic buffer, including basal nutrients (1 mM KH_2_PO_4_/K_2_HPO_4_, 2 mM MgSO_4_, 1 mM CaCl_2_, 0.1 mM FeSO_4_-EDTA, 50 µM H_3_BO_3_, 12 µM MnSO_4_·2H_2_O, 1 µM ZnCl_2_, 1 µM CuSO_4_·5H_2_O, 0.2 µM NaMoO_4_·2H_2_O, 0.05% (w/v) MES, adjusted to pH 5.7 with KOH) and 2 mM KNO_3_ or 0.2mM KNO_3_ plus 1.8 mM KCl, was renewed three times per week. For tissue expression studies, plants were grown with 0.2 mM KNO_3_. For floral relative gene expression analysis, plants were grown with 0.2 mM KNO_3_ and then harvested at 25 days after germination. For the nitrate allocation study, plants were grown with 2 or 0.2 mM KNO_3_ until the basal branch reached 5 mm in length. Delayed growth of basal branches was calculated as the day after sowing required for the basal branch to reach 5 mm in length, minus the day required for the apical branch to reach 5 mm in length.

### Nitrate uptake assay in *Xenopus* oocytes and nitrate allocation assay in plants

*NRT1.13* wild-type cDNA was amplified by PCR using the primer pairs F (SmaI) and R (BamHI), and cloned into the oocyte expression vector pGEMHE (Liman et al., 1992). The mutated *NRT1.13* (*S487P*) cDNA was generated by rolling-cycle PCR using primer pairs F (S487P) and R (487P). The pGEMHE *NRT1.13* and pGEMHE *NRT1.13* (*S487P*) plasmids were linearized with NheI. 50-ng capped mRNAs, *in vitro* transcribed using mMESSAGE mMACHINE kits (Ambion), and 50-nl water were injected into *Xenopus* oocytes based on modified processes described previously (Tsay et al., 1993; Wang and Tsay, 2011). After a 2-day incubation in ND96 solution (96 mM NaCl, 2 mM KCl, 1 mM MgCl_2_, 1.8 mM CaCl_2_, and 5 mM HEPES, pH 7.4) containing 0.005% (w/v) gentamycin, the oocytes were then incubated for 2.5 h in nitrate uptake buffer containing 5 mM or 150 µM K^15^NO_3_ and 220 or 230 mM mannitol, respectively, as well as 0.3 mM CaCl_2_, 10 mM MES-Tris pH 5.5, before being rinsed with ND96 solution and dried at 80°C for 24 h. The retained ^15^N was measured using a continuous-flow isotope ratio mass spectrometer coupled to a carbon nitrogen elemental analyzer (ANCA-GSL MS; PDZ Europa) as previously described (Hsu and Tsay, 2013).

For the nitrate allocation assay, plants were incubated in hydroponic buffer containing 2 mM K^15^NO_3_ or 0.2mM K^15^NO_3_ plus 1.8 mM KCl for 1 or 2 h, respectively, and washed with 0.1 mM CaSO_4_ three times. The different tissues collected were dried at 80°C. After the dried weight was measured, the amount of ^15^${\text{NO}}_{3}^{–}$ in different tissues was analyzed using ANCA-GSL MS. The relative ^15^N content in different tissues was calculated and defined as ^15^N_tissue_/(^15^N_CL1_+^15^N_IN2_+^15^N_BS1_) X 100%.

### Subcellular localization in protoplasts

*NRT1.13* cDNA was amplified by PCR using the primer pair CDS-F and CDS-R and cloned in-frame with GFP in the modified 326-GFP vector (Lee et al., 2001) with an added Gateway cassette. This fusion construct or the control vector was isolated by a Qiagen plasmid kit and transiently expressed in *Arabidopsis* protoplasts following the protocol described by Sheen (2001). Protoplasts were isolated from rosette leaves of 3- to 4-week-old plants grown on soil. After incubation in W5 solution under light for 17 h, fluorescent cells were imaged as described by Wang and Tsay (2011).

### GUS staining and GFP localization

GUS staining was performed as previously described (Wang and Tsay, 2011; Hsu and Tsay, 2013) with slight modification. *P_NRT1.13_:GUS* plants were grown in the soil under continuous light as described in Almagro et al. (2008) and harvested on the indicated day, and then incubated in X-Gluc staining solution (50 mM sodium phosphate pH 7.0, 0.05% Triton X-100, 1 mM potassium ferrocyanide, 1 mM potassium ferricyanide, and 1 mM 5-bromo-4-chloro-3-indoyl-b-D-glucuronide) for 10 h at 37°C. After three washes, tissues were cleared in a graded series of ethanol. GUS staining was then visualized by AxioImager-Z1 (Zeiss). For sections, tissues were embedded in LR White medium-grade resin (London Resin Company). Then, 3 µm semi-fine sections were cut, mounted on glass slides, and counterstained with periodic acid-Schiff reagent (Sigma-Aldrich).

For the NRT1.13-GFP protein localization study, *P_NRT1.13_:NRT1.13-GFP/nrt1.13 #1* and *nrt1.13* were grown hydroponically with 0.2 or 2 mM KNO_3_ and then harvested on the indicated day. The nodes were embedded in 5% (w/v) agarose dissolved in water and cut into 120-µm sections with a Vibratome Series1000 (Technical Products International). The slices of agarose were mounted on slides and then observed using a confocal Zeiss LSM780 microscope as previously described (Hsu and Tsay, 2013).

### RNA extraction, library construction, and sequencing

Total RNA was extracted from the shoot using TRIzol reagent (Gibco BRL) and subjected to quality control with an Agilent 2100 Bioanalyzer. Libraries were prepared using a TruSeq Stranded mRNA LT set A/B Sample Preparation kit (Illumina, USA) with three biological replicates, each from a single plant, for each treatment and 2 µg of total RNA as input. Polyadenylated RNA was isolated using poly-T oligo-attached magnetic beads and fragmented using divalent cations under elevated temperature (94°C) for 8 min. The size-enriched (250-300 bp) RNA fragments were subjected to first-strand cDNA synthesis using random primers and SuperScript 2 (Invitrogen), and then second-strand cDNA synthesis using DNA polymerase I and RNase H. After end-repair and A-tailing, indexing adaptors were ligated and the DNA fragments with adaptors on both ends were purified and amplified by 12 cycles of PCR. After validation and quantification using a KAPA library quantification kit (Peqlab), we pooled 24 libraries and sequenced them on an Illumina NextSeq500 platform using a NextSeq 500 High output v2 (150 cycles) sequencing kit to generate high-quality paired-end reads of 75 bp in length.

### RNA-seq data analysis

All reads were trimmed and quality-filtered using CLC Genomics Workbench 10 (Qiagen), with settings of removal of low-quality sequence (limit = 0.01), no ambiguous nucleotides allowed, and removal of reads smaller than 10 nucleotides. The trimmed reads were mapped to the TAIR10 genome using the RNA-seq mapping algorithm implemented in CLC Genomics Workbench 10 and allowing only unique mapping with a maximum of two mismatches. We obtained more than 23 million reads mapped in pairs per library. The raw data with GEO accession number GSE162242 have been deposited in the NCBI Gene Expression Omnibus. The expression level of each gene was calculated as Count Per Millilon (CPM). Using CLC Genomics Workbench 10 (Qiagen) for analysis, genes with CPM ≥ 2 in all 24 samples, fold-change ≥ 1.8, and *P* value ≤ 0.05 were considered differentially expressed.

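With these criteria, 5 genes passed at 2 mM KNO_3_ and 16 days (3 higher and 2 lower in *nrt1.13*) and 11 at 2 mM and 25 days (7 higher and 4 lower). An unadjusted *P* under 0.05 alone was met by 1470 genes at 0.2 mM and 16 days, 1051 at 2 mM and 16 days, 922 at 0.2 mM and 25 days and 827 at 2 mM and 25 days. With BH adjustment instead and no FC limit, 20, 11, 39 and 13 genes passed in these conditions, and with both the adjusted *P* and the FC limit 4, 2, 13 and 3. On the recovered reads, edgeR's quasi-likelihood test with TMM normalization called 8, 7, 15 and 13 genes by the same FC and *P* criteria.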

### RT-quantitative pCR

Total RNA was extracted from the indicated tissues using TRIzol reagent (Gibco BRL). The first-strand cDNAs were synthesized using oligo(dT) primers and ImProm-II reverse transcriptase (Promega). Quantitative PCR was performed using a LightCycler^®^480 System (Roche) programed for 10 min at 95°C as pre-incubation, and then 40–65 cycles of 10 sec at 95°C, 5 sec at 59°C, and 11 sec at 72°C. The primer sets used for RT-qPCR are listed in Supplemental Table 2.

### Accession numbers

Sequence data from this article can be found in the Arabidopsis Genome Initiative databases under the following accession numbers: At1g33440 (*NRT1.13*), At5g10140 (*FLC*), At5g15840 (*CO*), At1g65480 (*FT*), At2g45660 (*SOC1*), At5g61850 (*LFY*), At1g13440 (GAPDH), At4g05320 (UBQ10), At4g40040 (*HIS3*), At1g08090 (*NRT2.1*), and At1g37130 (*NIA2*). The RNAseq raw data are deposited in the NCBI Gene Expression Omnibus under the GEO accession number GSE162242.

## Supplemental data

**Supplemental Figure 1**. Amino acid sequence alignment of *SP1* in rice and *NRT1/PTR* genes in *Arabidopsis*.

**Supplemental Figure 2**. Protein expression levels in *Xenopus* oocytes.

**Supplemental Figure 3.** Binding isotherms for nitrate to NRT1.13 reveal that purified NRT1.13 protein can bind nitrate.

**Supplemental Figure 4.** The *nrt1.13-2* mutant also exhibits a late-flowering phenotype under low-nitrate conditions.

**Supplemental Figure 5.** High-affinity and low-affinity nitrate responses are not altered in the *nrt1.13* mutant.

**Supplemental Figure 6.** Apical and basal branch growth of plants grown under normal (2 mM) and low (0.2 mM) nitrate indicated as the days after bolting when branch length is over 0.5 cm.

**Supplemental Table 1.** Expression of flowering genes in *nrt1.13*.

**Supplemental Table 2.** The primer sets used for the constructs, Genomic DNA PCR, RT-PCR, and RT-qPCR used in this paper.

**Supplemental Methods.** Protein expression levels in Xenopus oocytes; Microscale thermophoresis binding assay; Primary nitrate responses.

**Supplemental Data set 1.** Results of statistical analyses.

## Supplementary Material

koab051_Supplementary_Data Click here for additional data file.

# Supplementary material for: Potential transceptor AtNRT1.13 modulates shoot architecture and flowering time in a nitrate-dependent manner
**Source:** Plant Cell. 2021 Feb 12;33(5):1492–505. doi: 10.1093/plcell/koab051
**Supplement:** koab051_Supplementary_Data

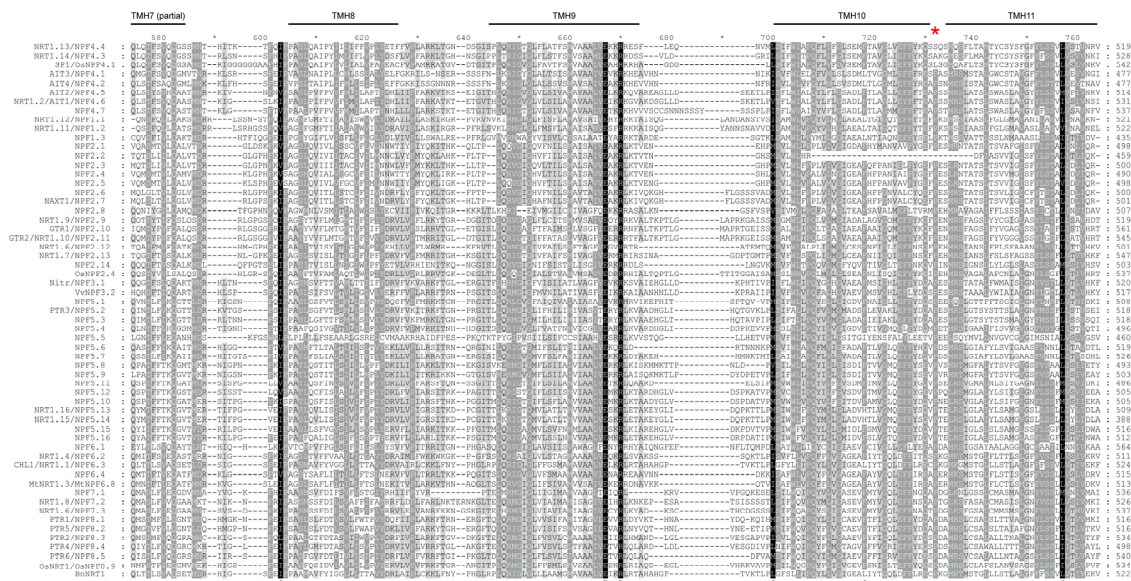

**Supplemental Figure 1.** Amino acid sequence alignment of *SP1* in rice and *NRT1/PTR* genes in *Arabidopsis*. (Supports Figure 1.)

The amino acid alignment was performed using the ClustalX 2.0 program. The red star indicates Pro492 in CHL1/NPF6.3. The transmembrane helix regions were assigned according to the CHL1 crystal structure (Parker and Newstead, 2014; Sun et al., 2014).

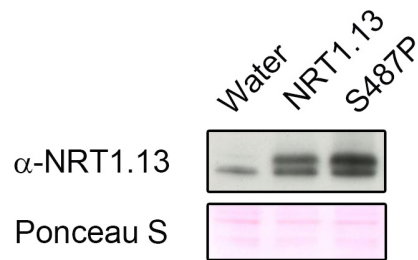

**Supplemental Figure 2.** Protein expression levels in *Xenopus* oocytes.

(Supports Figure 1.)

Total protein of four injected oocytes were loaded in each line. Equal protein loading was confirmed by Ponceau S staining, and protein levels of NRT1.13 were analyzed by hybridizing to NRT1.13 antibodies.

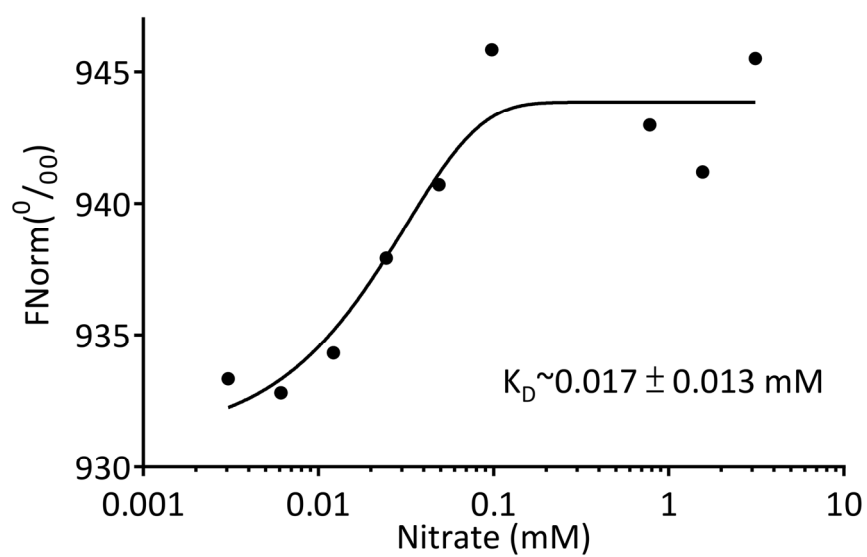

**Supplemental Figure 3.** Binding isotherms for nitrate to NRT1.13 reveal that purified NRT1.13 protein can bind nitrate. (Supports Figure 1.)

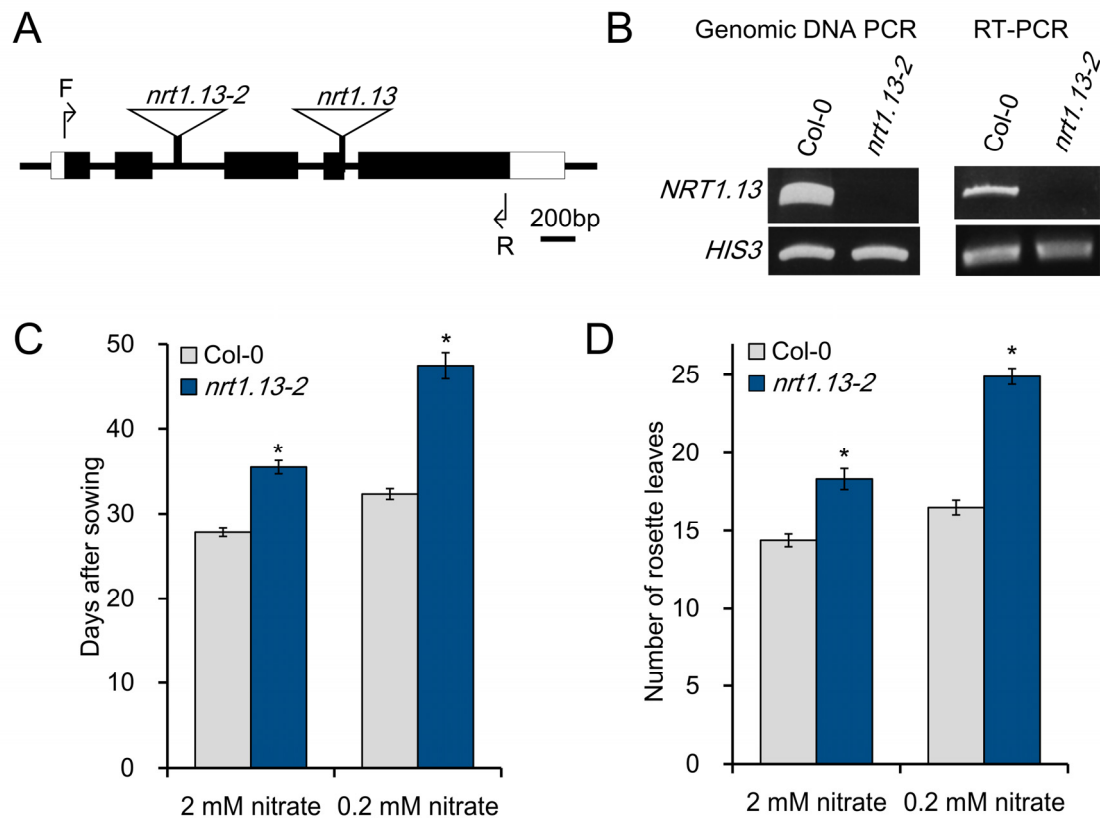

**Supplemental Figure 4.** The *nrt1.13-2* mutant also exhibits a late-flowering phenotype under low-nitrate conditions. (Supports Figure 4.)

**(A)** Schematic of the T-DNA insertion sites of the *nrt1.13-2* mutant. In *nrt1.13-2*, the T-DNA was inserted into the second intron. Black boxes, coding region; white boxes, untranslated region; F and R, the forward and reverse primers, respectively, used for genomic DNA PCR and RT-PCR.

**(B)** Genomic DNA PCR and RT-PCR analyses of *nrt1.13-2*. *HIS3* was used as an internal control for genomic and RT-PCR.

**(C)** and **(D)** The flowering time of plants grown under normal (2 mM) or low (0.2 mM) nitrate are indicated as days after sowing (C) or the number of rosette leaves at bolting (D). Values are means  $\pm$  SE of 19~28 independent plants. (\*,  $P < 0.05$ , Student's *t*-test, compared with Col-0; Supplemental Data set 1).

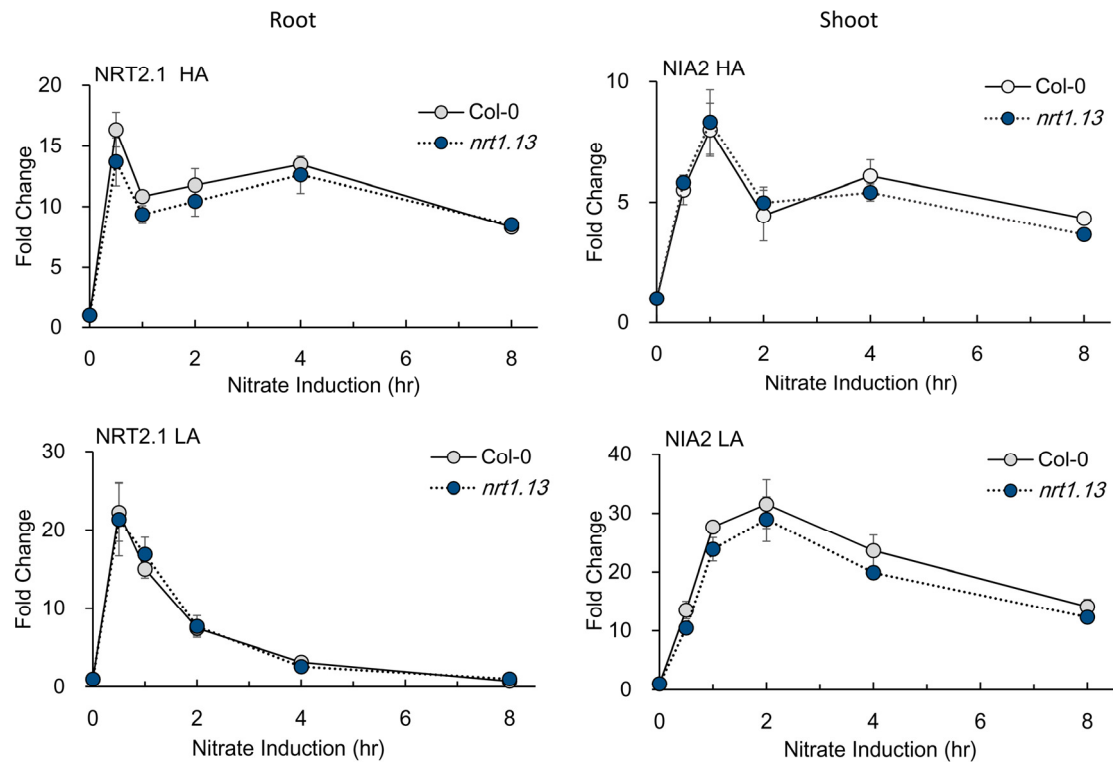

**Supplemental Figure 5.** High-affinity and low-affinity nitrate responses are not altered in the *nrt1.13* mutant. (Supports Figure 4F.)

Plants were grown in a magenta box supported with 12.5 mM ammonia succinate medium (pH6.5) for 8 days, then pretreated with 12.5 mM ammonia succinate medium (pH5.5) for 16 hours, and finally refreshed for another 3 h. For the high affinity response, 0.25 mM KNO<sub>3</sub> medium (pH5.5) was used (HA, upper panels), whereas for the low affinity response (LA, bottom panels), 10 mM KNO<sub>3</sub> medium (pH5.5) was used. The root and shoot of seedlings were separated and collected for further analysis. Data was normalized to the zero point and are expressed as fold-change, with each point representing the mean from four repeats.

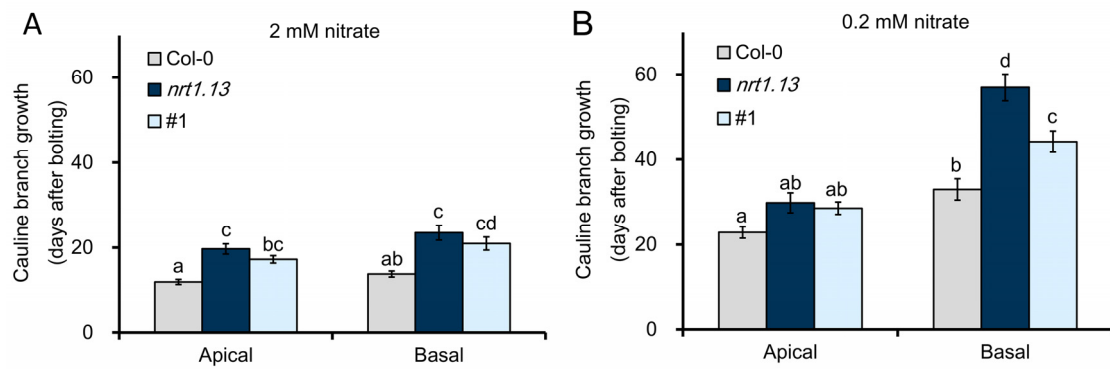

**Supplemental Figure 6.** Apical and basal branch growth of plants grown under normal (2 mM) **(A)** and low (0.2 mM) **(B)** nitrate indicated as the days after bolting when branch length is over 0.5 cm. (Supports Figure 7.)

Values are means  $\pm$  SE of 25 independent plants. Statistical analysis comprised one-way ANOVA with a Tukey B post-hoc test ( $p < 0.05$ ; Supplemental Data set 1). Similar results were obtained in three independent experiments.

Supplemental Table 1. Expression of flowering genes in *nrt1.13*

FC: fold-change of gene differential expression comparing *nrt1.13* with wild type, positive value means up-regulation and negative value means down-regulation in the *nrt1.13*; P: P-value.

**Supplemental Table 2.** The primer sets used for the constructs, Genomic DNA PCR, RT-PCR, and qRT-qPCR used in this paper.

|                                                              |                                                         |
|--------------------------------------------------------------|---------------------------------------------------------|
| Construct for <i>P<sub>NRT1.13</sub>:NRT1.13-GFP/nrt1.13</i> |                                                         |
| 2kb-F                                                        | 5'-CACCGATTATGCGGTCGGTAGAGCATCAC-3'                     |
| <i>NRT1.13</i> -R                                            | 5'-AATTCTAGGCTTCTCCGTCGTGG-3'                           |
| Construct for <i>P<sub>NRT1.13</sub>:GUS</i>                 |                                                         |
| exon2-R                                                      | 5'-GATCGCCATCATCTCGAAAGCTTGG-3'                         |
| pGEMHE-NRT1.13 and NRT1.13(S487P)                            |                                                         |
| F (SmaI)                                                     | 5'- CCCGGGTCACCATGGATGTTTCATG-3'                        |
| R (BamHI)                                                    | 5'-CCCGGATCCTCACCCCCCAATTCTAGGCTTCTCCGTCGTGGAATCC-3'    |
| F (S487P)                                                    | 5'- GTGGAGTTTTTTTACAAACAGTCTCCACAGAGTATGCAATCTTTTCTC-3' |
| R (S487P)                                                    | 5'- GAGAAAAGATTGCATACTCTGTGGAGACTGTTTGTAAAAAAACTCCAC-3' |
| NRT1.13-326GFP                                               |                                                         |
| CDS-F                                                        | 5'-CACCATGGATGTTTCATGATCTATCTG-3'                       |
| CDS-R                                                        | 5'-AATTCTAGGCTTCTCCGTCGTGG-3'                           |
| Genomic DNA PCR and RT-PCR                                   |                                                         |
| LB                                                           | 5'-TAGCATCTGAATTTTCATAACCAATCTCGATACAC-3'               |
| F ( <i>NRT1.13</i> )                                         | 5'-ATGGATGTTTCATGATCTATCTG-3'                           |
| R ( <i>NRT1.13</i> )                                         | 5'-TCAATGAAGCTAAAAGCCAG-3'                              |
| F ( <i>HIS3</i> )                                            | 5'-AACCACTGGAGGAGTCAAGA-3'                              |
| R ( <i>HIS3</i> )                                            | 5'-CAATTAAGCACGTTCTCCTCTG-3'                            |
| RT-qPCR                                                      |                                                         |
| F ( <i>GAPDH</i> )                                           | 5'-TTGGTGACAACAGGTCAAGCA-3'                             |
| R ( <i>GAPDH</i> )                                           | 5'-AAACTTGTCGCTCAATGCAATC-3'                            |
| F ( <i>NRT1.13</i> )                                         | 5'-AGAAGGTTGGTTAGGCGATAATGA-3'                          |
| R ( <i>NRT1.13</i> )                                         | 5'-GGACGGATCACACGAATACCAT-3'                            |
| F ( <i>UBQ10</i> )                                           | 5'-GGCCGTACGTTGGCTGATT-3'                               |
| R ( <i>UBQ10</i> )                                           | 5'-CCCAGTCAACGTCTTAACGAAAA-3'                           |

|                     |                                 |
|---------------------|---------------------------------|
| F ( <i>FLC</i> )    | 5'-ATGGTTCACACTATGAGCTAC-3'     |
| R ( <i>FLC</i> )    | 5'-CAACATGAGTTCGGTCTTC-3'       |
| F ( <i>CO</i> )     | 5'-GGACTCACTACAACGACAAT-3'      |
| R ( <i>CO</i> )     | 5'-CTGAGTTGTGTTACTGTTATCATCT-3' |
| F ( <i>FT</i> )     | 5'-TCCAAGTCCTAGCAACCC-3'        |
| R ( <i>FT</i> )     | 5'-AAACAATATAAACACGACACGATG-3'  |
| F ( <i>SOC1</i> )   | 5'-AAATATGAAGCAGCAAACATGAT-3'   |
| R ( <i>SOC1</i> )   | 5'-TGCTCGAATACATTTGACACT-3'     |
| F ( <i>LFY</i> )    | 5'-GTCCAGACAATTGCTAAAGACC-3'    |
| R ( <i>LFY</i> )    | 5'-GCTTCTTCGTCTAGGCAG-3'        |
| F ( <i>NRT2.1</i> ) | GGCCGTACGTTGGCTGATT             |
| R ( <i>NRT2.1</i> ) | CCCAGTCAACGTCTTAACGAAAA         |
| F ( <i>NIA2</i> )   | GGCTCATGTCTCAGTACC              |
| R ( <i>NIA2</i> )   | GGTATTGCTCTGCCCA                |

## Supplemental Methods

### Protein expression levels in *Xenopus* oocytes.

Protein from oocytes was analyzed by immunoblotting using anti-NRT1.13 antibody (1:2000). The anti-NRT1.13 rabbit polyclonal antibodies were generated and purified using synthetic peptide corresponding to the a.a. 6~23 of NRT1.13. by LTK BioLaboratories (<http://www.ltk.com.tw>).

### Microscale thermophoresis binding assay

The gene encoding NRT1.13 was cloned into a GFP<sup>His</sup> fusion yeast expression vector pDDGFP\_LEU2D. NRT1.13 was expressed and purified according to the method described previously (Parker and Newstead, 2014). Fluorescence labeling of NRT1.13 was performed following the protocol for NHS-coupling of the dye NT647 (NanoTemper Technologies, Munich, Germany) to lysine residues. Binding was calculated for NRT1.13 using microscale thermophoresis. Nitrate at concentrations ranging from 3  $\mu$ M to 3.13 mM was incubated with 5 nM of purified GFP-tagged protein for 5 min in assay buffer (20 mM Bis-Tris pH 5.5, 0.03% DDM). The sample was loaded into NanoTemper glass capillaries and microthermophoresis was carried out using 5% LED power and 40% MST in a NanoTemper Monolith NT.115<sup>pico</sup> system.  $K_D$  values were calculated using the mass action equation in the NanoTemper software.

### Primary nitrate responses

Plants were grown in hydroponic culture for 8 days in NO<sub>3</sub><sup>-</sup>-free medium using NH<sub>4</sub><sup>+</sup> as the sole N source, then treated with fresh medium overnight and again for an additional 3 h, before being exposed for the indicated time to high affinity (HA) 0.25mM KNO<sub>3</sub> or low affinity (LA) 10 mM KNO<sub>3</sub> (Ho et al, 2009).

# Supplementary material for: Potential transceptor AtNRT1.13 modulates shoot architecture and flowering time in a nitrate-dependent manner
**Source:** Plant Cell. 2021 Feb 12;33(5):1492–505. doi: 10.1093/plcell/koab051
**Supplement:** koab051_Supplementary_Data

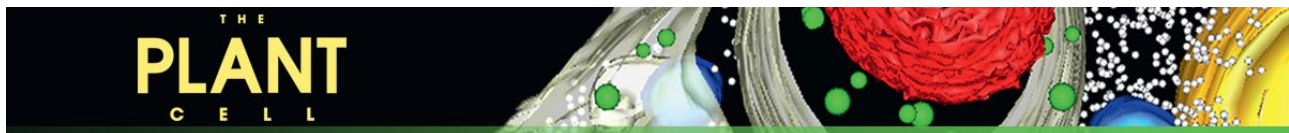

**Author Revision Checklist**      **Corresponding Author** \_\_\_\_\_ **Ms #** \_\_\_\_\_

The following items are required prior to final acceptance. Assessment and acceptance of your submission may be delayed if these elements are not clearly presented or are found to be out of compliance with journal standards. Please complete this form and submit it along with your revised manuscript as supplemental material.

---

## **MATERIALS DISTRIBUTION**

All manuscripts must include the following statement as an unnumbered footnote: "The author(s) responsible for distribution of materials integral to the findings presented in this article in accordance with the policy described in the Instructions for Authors ([www.plantcell.org](http://www.plantcell.org)) is (are): John D. Author ()."

☐ Materials distribution statement is included in the manuscript.

---

## **DATA AVAILABILITY**

Accession numbers must be provided for all genes reported and major genes discussed. All large-scale data (e.g., genome sequences, annotations, genetic maps, transcript profiles, other sequencing data, proteomic data sets, metabolic profiles) that are integral to the manuscript must be submitted to a permanent public repository with open access prior to submission, and must be made publically available immediately upon publication. Accession codes, unique identifiers, or web links for publicly available data sets must be provided in an Accession Numbers section at the end of the Methods.

☐ No data with mandated deposition      ☐ All relevant accession numbers are provided

---

## **IMAGE INTEGRITY**

Authors must ensure that all panels are accurate, all labels are correct, and no inadvertent duplications or errors occurred during preparation. Unprocessed source data must be provided upon request.

☐ Confirm that all data conform to image [integrity guidelines](#) listed in the Instructions for Authors.

---

## **NOMENCLATURE**

All nomenclature used must conform to accepted community standards for the species studied. Arabidopsis nomenclature rules should not be used for certain other species (including maize and rice) and vice versa. Please see the Instructions for Authors for more details and links.

☐ All nomenclature used in the manuscript follows community guidelines for the relevant species.

All gene and protein symbols used must have priority in the literature. New gene names and symbols must be approved by the editors and should be compliant with the naming conventions of the relevant research community. New Arabidopsis gene names should be registered with TAIR.

☐ The manuscript is introducing one or more new gene or protein names, and an explanation of these new names and rationale for introducing them is provided in the manuscript cover letter.

---

## **METHODS REPORTING**

☐ Plant growth conditions (soil, amendments, media, cell culture, etc.) are adequately described, including details of light quality - spectrum or bulb type – as well as intensity.

☐ PCR primers (RT-qPCR, cloning, etc.): all PCR primers are provided in the Methods or a supplemental table.

☐ Cloning information: cloning and DNA constructs are fully described (use a supplemental table if necessary).

☐ Antibodies: the source is provided for all commercial antibodies, including catalog/lot #, where applicable, or a complete description of non-commercial antibodies in the Methods (or as Supplemental Methods if appropriate).

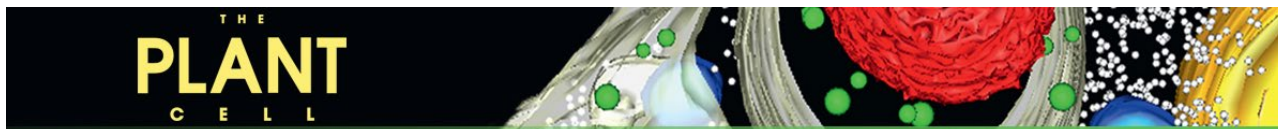

## **REPLICATION AND STATISTICAL ANALYSES**

Statistical analyses, the nature of replicates, and error bars must be adequately described in the Methods and figure legends. Confirm that the following items are present in the legends of all figures and tables that used statistical methods (or in the Methods section if appropriate):

n/a | confirmed

- ☐ | ☐ A complete description of how samples were harvested or collected, the precise nature of replicates, and the sample size (n) for each experimental group/condition. *Note that "biological replicate" alone is insufficient; this must be precisely defined for your experiments.*
- ☐ | ☐ A description of statistical test(s) used, whether they are one-sided or two-sided, rationale and assumptions, normalizations, and corrections (such as adjustment for multiple comparisons).
- ☐ | ☐ Test values indicating whether an effect is present. *Provide confidence intervals or give results of significance tests (e.g. p values).*
- ☐ | ☐ Clearly defined error bars in all relevant figure captions.
- ☐ | ☐ ANOVA and/or T-test results provided in supplemental tables (i.e. showing variables, parameters, degrees of freedom, and test statistics).

## **QUANTITATIVE PCR**

Methods used for qPCR must be described in full, including information on enzymes, kits, machines, normalization and data analysis, and genes/primers used (primers may be listed in a supplemental table). Details must be provided on statistical/analytical methods used to measure gene expression (RT-qPCR) and to determine differences in gene expression. Authors are encouraged to consult Remans et al. (2014). Reliable Gene Expression Analysis by Reverse Transcription-Quantitative PCR: Reporting and Minimizing the Uncertainty in Data Accuracy [Plant Cell 26: 3829-3837](#) and to follow [MIQE guidelines](#). Note that use of the term "semi-quantitative" PCR is not permitted; assays must be shown to be sufficiently quantitative to support a conclusion of changes in levels.

n/a | confirmed

- ☐ | ☐ Complete methods and all primers for qPCR, RT-qPCR have been provided.
- ☐ | ☐ Differential gene expression was assessed using accepted statistical tests, which are fully described.

## **MACROMOLECULAR STRUCTURES**

All relevant structural data must be submitted to an appropriate database (e.g. [wwPDB](#), [EMDB](#)) prior to submission and must be made publicly available immediately upon publication.

The manuscript includes structural data (e.g. x-ray, NMR, EM).

- ☐ No | ☐ Yes:
  - ☐ For all macromolecular structures studied, a validation report from [wwPDB](#) is provided.
  - ☐ For any electron microscopy results, density maps and coordinate data have been deposited in [EMDB](#).

## **SOFTWARE/CUSTOM SCRIPTS**

Studies using customized software or custom scripts must describe how readers can access the code, including any access restrictions.

The manuscript includes custom codes or scripts.

- ☐ No | ☐ Yes:
  - ☐ All custom codes, scripts, and pipelines are uploaded and available on a public repository such as GitHub and the direct link is listed within the manuscript. Downloadable materials include a ReadMe file and sample data file.

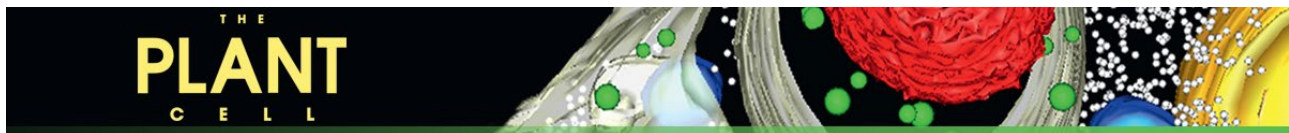

## DATA PRESENTATION

**Data distribution/bar charts and line charts.** Authors are encouraged to present data in a format that shows data distribution (dot-plots, box-and-whisker plots, or violin plots), with all relevant elements defined (e.g. center line, median; box limits, upper and lower quartiles; whiskers, 1.5x interquartile range; points, outliers). If bar graphs are used, the corresponding dot plots should be overlaid. Individual data points should be shown in all cases where the number of data points <6.

☐ Confirm that in all cases where the number of data points is <6, individual data points are shown.

**Supplemental Data.** Data and methods that are integral to the main conclusions of the article must be presented in the main manuscript. Supplemental figures and tables must be prepared to the same standards of quality and visual clarity as regular manuscript figures and tables, with all data and elements of the figures clearly defined and fully explained.

☐ Confirm that each Supplemental Figure provides direct support for a figure in the main manuscript, and includes a supporting statement in the Supplemental Figure legend, e.g. ("Supports Figure 1").

### Figures, Tables, and Supplemental Data Presentation

If your manuscript is accepted, figures, tables, and supplemental data will be required to conform to the guidelines below, which will be checked during a final scientific editing step. Careful preparation of your figures following these guidelines prior to resubmission will facilitate editor and reviewer assessment of your revised manuscript. Therefore, you may wish to make these changes prior to resubmission.

-Tables in the main manuscript or supplemental materials should be no more than 2 pages in length; any table longer than 2 pages should be provided in Excel format, labeled as a "Supplemental Data Set."

-Tables in the main manuscript must be included in the manuscript file (Word document) after the Methods section, using the "insert table" feature in Word (do not insert images into the manuscript file).

-Figures should be prepared as professionally as possible and should have a consistent appearance (i.e. as if all figures were made by the same person).

- All text and elements of each figure should be clearly visible at printed size.
- Color schemes should be used consistently across all figures, whenever possible (i.e. use the same colors for the same genotype/treatment across multiple figures); avoid complicated patterns and hatching if possible. Use a color palette that is "color blind safe" if possible, e.g. <http://www.somersault1824.com/tips-for-designing-scientific-figures-for-color-blind-readers/>
- Make consistent use of the same, sans-serif font (e.g. Arial) in all figures.
- Use the same (or similar) size font for panel letters (A, B, C, etc.) in all figures.
- Avoid the use of Excel default settings for creating graphs, i.e. for colors, patterns, bar-width, axis settings, etc.
- Bars in bar graphs should be the same width (or close) for multiple bar graphs in different panels of a single figure (*this means spaces between bars may be different, but bars should be the same width*).
- Use proper symbols for +/- (instead of a hyphen - for minus).
- Numerical values on all graph axes should have a consistent number of significant digits (e.g. 5.0, 10.0, 15.0 or 5, 10, 15 etc.); however, the origin should always be "0", never "0.0".
- Make sure axis values are legible and do not crowd the values along the axes.
- Images made from screen shots should be adjusted to high resolution where necessary, and illegible or overlapping text or other elements omitted or re-drawn using a suitable graphics program to be legible at printed size.
- Figure legends must be clear and adequately describe the data shown. All elements of figures must be defined accurately, e.g. the axes, abbreviations, symbols, how values were obtained, and error bars. Replicates must be defined precisely: the term "biological replicate" should be defined explicitly in the context of each experiment in the legend (or Methods).

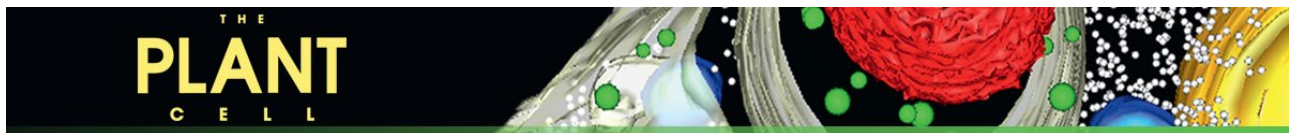

- The journal is implementing a pilot project of identifying the author(s) responsible for creating each figure, table, or data set, to give proper attribution to authors for their individual contributions to a manuscript. If you would like to participate, please either include the information in the author contributions section, or add a statement to each legend, such as “J.D., A.S., and B.W. contributed the data and created the figures for panels A, B, and C, respectively”, or “J.D., A.S., and B.W. contributed the data for panels A, B, and C, respectively, and J.D. created the figure.”
- Multiple supplemental figures and tables should be combined and submitted as a single PDF file named “Supplemental Data”, no larger than 50 MB. Files to be merged into the single supplemental data file include supplemental figures, followed by supplemental tables. Supplemental tables in this file are restricted to 1-2 pages in length.
- Any Supplemental Table longer than 2 pages should be labeled as a “Supplemental Data Set” and provided in Excel format.
- Arial font (or similar sans serif font, e.g. Helvetica) should be used on all Supplemental Figures, Supplemental Tables, and Supplemental Data Sets and their corresponding legends. The only exception is for nucleotide sequences (primers, etc.) where a mono-spaced font such as Courier should be used.
- Supplemental Data Sets should include complete legends (on a separate sheet if necessary).
- Numerical values in data sets should be adjusted to a suitable number of significant figures (decimal places); do not simply use default Excel settings.
- Make use of freeze panes and shading or color coding to help the reader navigate large files. If convenient, multiple Supplemental Data Sets may be submitted on separate sheets in a single Excel file.
- File size: each supplemental file ideally should be less than 10 MB and is limited to 50 MB maximum size. *If you have a large number of supplemental files or files that exceed 50 MB, you may be requested to upload supplemental data to datadryad.org.*

## Resources

<https://betterfigures.org/2015/06/23/picking-a-colour-scale-for-scientific-graphics/>

[Ten simple rules for better figures](#) (2014) by Rougier et al. in *PLOS Computational Biology*

---

## FUNDING INFORMATION

Funding information provided during the submission process online should match what is in the manuscript file. *Please check this when you resubmit.*

---

## SPECIFIC METHODS MODULES

Certain methods require completion of a specific module in addition to this form. Please complete the section below and the relevant module(s) (found on pages 7-10) for specific methods/data types listed.

n/a | confirmed

- ☐ | ☐ For newly generated genetic material (e.g. mutant, transgenic lines), confirm completion of genetic materials module on page 7.
- ☐ | ☐ For protein-protein or protein-nucleic acid interactions, confirm completion of the protein interactions module on page 8.
- ☐ | ☐ For protein localization studies, confirm completion of the protein localization module on page 9.
- ☐ | ☐ For phylogenetic analysis, confirm completion of the phylogenetics module on page 10.

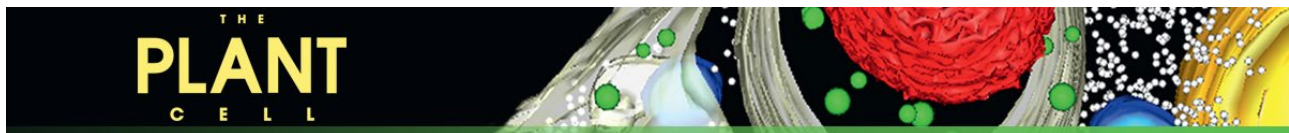

---

## MANUSCRIPT FORMAT

---

**Title and abstract.** The title and abstract are critical for engaging readers and enticing them to read the paper. The title should be concise, use active voice, spell out genes names (or otherwise define), and avoid acronyms. The species or organism under study should be in the title or the abstract (i.e. brief description of experimental system(s) used). See: <http://genestogenomes.org/how-to-write-titles-that-tempt/>. The abstract should be no more than ~200 words. Include only major results and implications and put general background and methods in the main text.

**One-sentence summary.** Include a one-sentence summary of the work on the title page that provides a non-technical summary of the broad significance of the research findings in plain language (for a general audience) that does not merely repeat what is already in the abstract. The use of complex scientific terms and acronyms should be avoided.

**References:** Upon final submission, in-text citations should be formatted using an author-date format; ***not numbered***, with references in alphabetical order in the Reference list. Any author-date style is acceptable. References cited only in the Supplemental Data file should be listed at the end of this file and not in the Reference list in the main text

**Species names:** Organisms should be referred to by their common name at first use (if a standard common name applies), with the Latin name in parentheses. Subsequent references can be either Latin or common names but should be consistent throughout the manuscript.

**Title page:** Please follow the format shown on the next page. Use single spacing of abstract and other information if necessary to fit title, author info, and abstract on a single page as shown (the abstract may run on to the second page if necessary).

---

**RESEARCH ARTICLE** [or e.g. LARGE-SCALE BIOLOGY ARTICLE, BREAKTHROUGH REPORT]

## **A Dedicated Type II NADPH Dehydrogenase Performs the Penultimate Step in the Biosynthesis of Vitamin K1 in *Synechocystis* and *Arabidopsis***

**Abdelhak Fatihi<sup>a</sup>, Scott Latimer<sup>a</sup>, Stefan Schmollinger<sup>b</sup>, Anna Block<sup>a</sup>, Patrick H. Dussault<sup>c</sup>, Wim F.J. Vermaas<sup>d</sup>, Sabeeha S. Merchant<sup>e</sup>, Gilles J. Bassett<sup>a,f</sup>**

<sup>a</sup> Department of Agronomy and Horticulture, and Center for Plant Science Innovation, University of Nebraska, Lincoln, Nebraska 68588.

<sup>b</sup> Department of Chemistry and Biochemistry, University of California, Los Angeles, California 90095.

<sup>c</sup> Department of Chemistry, University of Nebraska, Lincoln, Nebraska 68588.

<sup>d</sup> School of Life Sciences and Center for the Study of Early Events in Photosynthesis, Arizona State University, Tempe, Arizona 85287

**Short title:** Transmethylation in Vitamin K Biosynthesis

**One-sentence summary:** The biosynthesis of vitamin K1 requires an additional bona fide step that consists of the prerequisite reduction of the demethylnaphthoquinone ring prior to its transmethylation.

The author responsible for distribution of materials integral to the findings presented in this article in accordance with the policy described in the Instructions for Authors ([www.plantcell.org](http://www.plantcell.org)) is: Giles Bassett ().

### **ABSTRACT**

Mutation of *Arabidopsis thaliana* *NAD(P)H DEHYDROGENASE C1* (*NDC1*; *At5g08740*) results in the accumulation of demethylphyloquinone, a late biosynthetic intermediate of vitamin K1. Gene coexpression and phylogenomics analyses showed that conserved functional associations occur between vitamin K biosynthesis and *NDC1* homologs throughout the prokaryotic and eukaryotic lineages. Deletion of *Synechocystis* *ndbB*, which encodes for one such homolog, resulted in the same defects as those observed in the cyanobacterial demethylnaphthoquinone methyltransferase knockout. Chemical modeling and assay of purified demethylnaphthoquinone methyltransferase demonstrated that, by virtue of the strong electrophilic nature of S-adenosyl-L-methionine, the transmethylation of the demethylated precursor of vitamin K is strictly dependent on the reduced form of its naphthoquinone ring. *NDC1* was shown to catalyze such a prerequisite reduction by using NADPH and demethylphyloquinone as substrates and flavine adenine dinucleotide as a cofactor. *NDC1* displayed Michaelis-Menten kinetics and was markedly inhibited by dicumarol, a competitive inhibitor of naphthoquinone oxidoreductases. These data demonstrate that the reduction of the demethylnaphthoquinone ring represents an authentic step in the biosynthetic pathway of vitamin K, that this reaction is enzymatically driven, and that a selection pressure is operating to retain type II NAD(P)H dehydrogenases in this process.

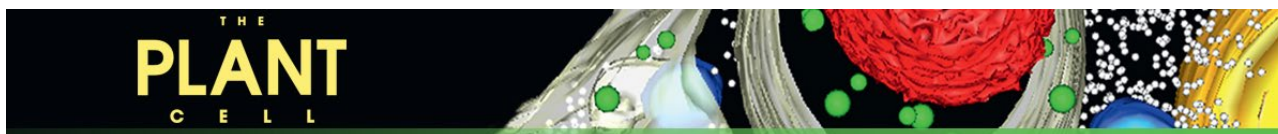

## GENETIC MATERIALS MODULE

---

Authors must provide details related to the generation and characterization of new genetic material (e.g., mutant or transgenic lines). For transgenes and mutant lines, the manuscript must include information on the number of independent transformation events, how many lines were isolated and characterized, and in which generation (T1, T2). Evidence that the lines have single or multiple insertion sites, or single or multiple copies of the transgenes, should be provided if available.

If the work is attempting to link a phenotype to a specific gene, evidence of a) multiple alleles/transgenes and/or b) multiple approaches each with single events (such as EMS alleles, transposon insertions, or Cas9-mediated lesions), and validation with sequencing may be important to insure that linked variation and off-target or position effects are not producing non-representative consequences. The use of RNAi, for example, is known to be associated with a high incidence of off-target effects (downregulation of unintended targets), underscoring the need for multiple lines of evidence.

**CRISPR/Cas9-mediated mutations:** Although it may not be feasible to use two different guide RNA transgenes, different mutations derived from the same guide RNA are not truly independent, as they may be linked to the same off-target effects. At a minimum, the guide RNA transgene should be segregated away from the mutation of interest and/or multiple independent transformation events used.

**Gene names:** Gene names should conform to species-specific nomenclature guidelines. Any previously published gene names have priority and should be used rather than re-naming genes. Please ensure that you have completed the nomenclature section on the author revisions checklist and provided an explanation and rationale for any new names in your cover letter when resubmitting your manuscript.

Please enter a description of each mutant or transgenic line below; provide a separate sheet if necessary.

| <u>Mutant or transgenic line</u> | <u>Description</u> |
|----------------------------------|--------------------|
|----------------------------------|--------------------|

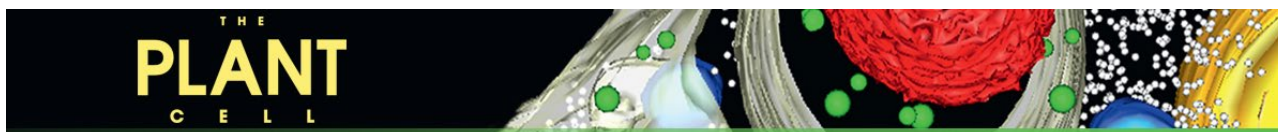

## PROTEIN INTERACTIONS MODULE

---

**Please complete all numbered sections 1-5 below.** Of particular importance for all assays is the choice and description of controls and quantitative information on the number of observations made.

1. ☐ Confirm that quantitative information is provided on the number of cells observed or observations made for all assays reported.

It is desirable to show quantitative data (for example, from 10 randomly chosen regions of interest of infiltrated leaves) and not solely one or two “representative images.” The minimum information that should be provided along with representative images is the number of cells/protoplasts or observations that showed the same localization pattern and the total number of cells observed or observations made. Where feasible, any representative microscopy image should show a complete cell, with the nucleus and the center of the cell in the focal plane.

## PROTEIN-PROTEIN INTERACTIONS REPORTING

---

2. The manuscript includes BiFC analysis.

☐ No | ☐ Yes:

- ☐ Confirm that appropriate negative controls are included as described below.

Expressing unfused YFP fragments alone is not a sufficient control for BiFC experiments (see the Commentary from Bock and Kudla <https://doi.org/10.1105/tpc.16.00043>). Ideally, negative controls should include a mutated version of one of the interacting proteins carrying a defect in the interaction domain or a related non-interacting protein from the same protein family. If neither a mutated protein version nor a suitable closely related protein are available as negative controls, an unrelated protein (but, ideally, structurally similar and expressed in the same subcellular compartment) can be used.

- ☐ Confirm that the methods provides orientations of all constructs used.

It is essential that exactly the same orientations are used for negative controls as for the positive interaction.

3. The manuscript includes another type of protein-protein interaction assay (e.g. Y2H or variant, Co-IP, FRET).

☐ No | ☐ Yes. Attach another page if necessary.

Type of assay \_\_\_\_\_

Description of controls:

## PROTEIN-NUCLEIC ACID INTERACTIONS REPORTING

---

4. The manuscript includes ChIP-Seq experiments.

☐ No | ☐ Yes

- ☐ Confirm that both raw and final processed data have been deposited in a public database such as GEO.

- ☐ Confirm that access is provided to graph files (e.g. BED files) for called peaks.

- ☐ Confirm that the Methods section includes details of i) experimental replicates, ii) sequencing depth, iii) a description of all antibodies used, iv) peak calling parameters, and v) software used to collect and analyze ChIP-Seq data.

5. The manuscript includes EMSA experiments.

☐ No | ☐ Yes

- ☐ Confirm that any competition assay for binding specificity includes one or more controls using mutated or scrambled binding sites (showing no loss of binding); it is not meaningful to show competition with unlabeled wild-type DNA unless the competition with a mutated or scrambled site is included.

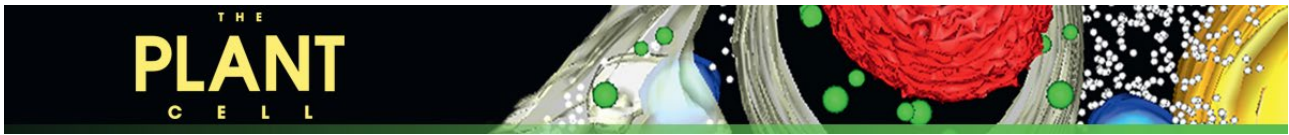

## PROTEIN LOCALIZATION MODULE

---

Please note the following:

- For any immunological work, the source and specific characteristics of the antibody must be provided.
- When using a fluorescent marker (e.g. GFP) fused to a protein of interest, it may be important to show that the fusion protein a) is intact (e.g. via immunoblotting), and b) is co-expressed in the same location as a bona fide marker protein (e.g. for nucleus, vacuole, etc.) fused to a different spectral variant fluorescent marker. Where relevant, it may also be important to show that the fusion protein is functional. Authors should consider if any of this information is relevant and obtainable for their particular protein(s) and system under investigation.
- Information provided here must also be presented in the manuscript.

Describe the nature of protein localization experiments, controls used, and assessment.

Describe the source and specific characteristics of any antibodies used.

☐ Confirm that the manuscript provides quantitative information on the number of cells (protoplasts) observed or observations made.

It is desirable to show quantitative data (for example, from 10 randomly chosen regions of interest of infiltrated leaves) and not merely one or two “representative images”, especially if only transient transformation experiments were conducted. The minimum information that should be provided along with representative images is the number of cells/protoplasts that showed the same localization and the total number of cells observed. Any representative image should display a complete cell, with the nucleus and the center of the cell in the focal plane.

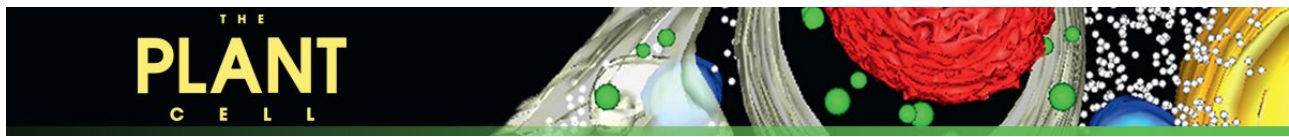

## PHYLOGENETICS MODULE

---

- ☐ Methods used for sequence analysis are reported in full with citations and software and parameter values (even if only default values were used) in a separate section of the Methods entitled "Phylogenetic Analysis". Please note that CLUSTAL does not produce an acceptable phylogeny; use a true phylogenetic analysis program (e.g., MEGA, RAxML, IQ-TREE, RevBayes, BEAST). Alignments used to produce phylogenies should be produced with an appropriate alignment program (e.g., MAFFT, T-Coffee).
- ☐ Confirm that for phylogenetic trees depicted or interpreted as rooted, the criterion used for rooting (e.g., midpoint, outgroup) is provided, and if outgroup rooting is used, the basis for the choice of outgroup is explained.
- ☐ Confirm that tree branch lengths (e.g. time, substitutions per site, coalescence units) are properly described in tree figure captions.
- ☐ Confirm that statistical support for nodes in any phylogenetic tree figures is reported (i.e., posterior probabilities or bootstrap values with MCMC search sample or replicate numbers reported in text).
- ☐ Sequence alignments (e.g. FASTA, PHYLIP, Nexus format) have been placed in a persistent database (e.g. Dryad, TreeBASE) or provided as Supplemental Files.
- ☐ Machine-readable tree files (e.g. Newick, Nexus, NeXML format) have been placed in a persistent database (e.g. Dryad, TreeBASE) or provided as Supplemental Data (preferably as a text [.tree] file labeled as a "Supplemental File").
- ☐ For instances where any of the above criteria are not relevant, please check this box and provide an explanation below:

### Notes about terminology:

Similarity-based phenetic analyses – e.g. clustering of genotypes based on SNP data – should be distinguished from phylogenetic inference of gene or species relationships.

Authors are asked to avoid the use of terms such as “early diverging lineage”, “primitive”, “lower and higher plants”, and similar phrases, with reference to some non-flowering plants, e.g. *Physcomitrella*. This terminology is misleading as it serves to reinforce the idea that certain lineages are somehow primitive or ancestral to “higher” plants. The last common ancestor of *Arabidopsis* and *Physcomitrella*, for example, lived ca. 440 MYA and diverged into two lineages, one leading to vascular plants and one to mosses, both of which are alive today with a combination of ancestral and derived traits. It is nonsensical to state that one of these lineages is “earlier diverging” compared to the other. It is likewise misleading to call *Physcomitrella* “primitive”; it is only appropriate to refer to specific traits, such as gametophyte dominance, as being “ancestral”, rather than “primitive”. The term “basal angiosperm” is similarly misleading; more appropriate terminology for, e.g. *Amborella*, is “sister lineage to all other extant angiosperms”, or “ANA grade” (comprising Amborellales, Nymphaeales, and Austrobaileyales that are successively sister to all other extant angiosperms). Instead of the terms “higher” and “lower” plants, which are imprecise and misleading, substitute something more precise, e.g. “land plants,” “vascular plants,” “angiosperms,” “non-vascular plants,” “bryophytes,” etc.

# Supplementary material for: Potential transceptor AtNRT1.13 modulates shoot architecture and flowering time in a nitrate-dependent manner
**Source:** Plant Cell. 2021 Feb 12;33(5):1492–505. doi: 10.1093/plcell/koab051
**Supplement:** koab051_Supplementary_Data

# Potential Transceptor AtNRT1.13 Modulates Shoot Architecture and Flowering Time in a Nitrate-Dependent Manner

Hui-Yu Chen, Shan-Hua Lin, Ling-Hsin Cheng, Jeng-Jong Wu, Yi-Chen Lin and Yi-Fang Tsay

## Review timeline:

**REPORT:** (The report shows the major requests for revision and author responses. Minor comments for revision and miscellaneous correspondence are not included. The original format may not be reflected in this compilation, but the reviewer comments and author responses are not edited, except to correct minor typographical or spelling errors that could be a source of ambiguity.)

Your submission has been evaluated by members of the editorial board as well as expert reviewers in your field, and we regret to inform you that we are not able to recommend publication of this manuscript. We have not made this decision lightly. We have had input from multiple scientists, and have solicited post-review comments as well. Our present policy is to offer streamlined decisions and to not advise on the direction of the work by requesting extensive modifications or substantial additional experiments.

All reviewers found your manuscript interesting and the topic appropriate for the journal, but all requested substantial new data to improve the manuscript prior to acceptance. All argued that the molecular mechanism by which NRT1.13 acts is not clear, as emphasised specifically by reviewer 2. Major issues include whether NRT1.13 can transport nitrate or not, for example can it transport nitrate when oocytes are preloaded with nitrate? Can it bind nitrate? Also, could its substrate be altered from NO<sub>3</sub><sup>-</sup> to Cl<sup>-</sup>, as suggested by reviewer 3? There were also issues about the complementation and genetics, emphasised by reviewer 1. For example, analysing one mutant allele and showing incomplete complementation is not fully convincing and could the S487P fully complement the mutant phenotype including the flowering time? Based on these comments and others, we decided in the post-review consultation to reject this manuscript. However, we would be interested in a new version that includes substantial new data to answer the reviewers' concerns. Otherwise, we suggest that you send this version to another journal. The reviewers point out a number of areas in which the work could be strengthened, which may be helpful to you as you continue your project or revise your manuscript for submission elsewhere. If you decide to complete the story and resubmit to The Plant Cell, it will be evaluated as a new submission subject to full assessment by the editorial board and if sent for external review the same set of reviewers will be chosen.

----- Reviewer comments:

Reviewer #1 (Comments for the Author):

Chen et al report that a protein belonging to NPF family, AtNRT1.13, functions potentially as a nitrate transceptor in modulating flowering time and shoot architecture. This is indeed an attractive important finding for understandings

how nitrate regulating growth period and architecture and final yield. I have the following major concerns before the manuscript could be accepted for publication:

- 1) The authors showed that partial complementation of *nrt1.13* with wild type NRT1.13 (Fig.4D, Fig.S3). They concluded that NRT1.13 affects floral transition in a nitrate-dependent manner. It is very interesting to know the phenotype of complementation of *nrt1.13* by expressing mutated NRT1.13 with S487P which might have dual functions in nitrate transport and sensing. Will it show complete recovery of the mutant and loss of the nitrate-independent manner?
- 2) For concluding that FLC could be the critical player in the NRT1.13-controlled pathway, it is also important to know if NRT1.13 regulates FLC expression directly or indirectly. I would like to suggest the enhanced expression (over-expression) of FLC in *nrt1.13* to further confirm that NRT1.13 negatively regulates FLC.
- 3) In the manuscript, the author mentioned that transceptor NRT1.13 is able to bind nitrate, is this conclusion made based on experiment results or just a speculation? The authors clarified NRT1.13 as a transceptor for nitrate, but did not provide evidence for its function on sensing nitrate. Is the *nrt1.13* mutant still able to sense nitrate? The defect phenotype might also due to the loss of its function on sensing nitrate. Since mutated NRT1.13 (S487P) could restore nitrate uptake, would it also rescue the flowering defect? How does mutated NRT1.13 respond to altered nitrate conditions?
- 4) One important issue to be addressed is the function of NRT1.3 at which level of nitrate. The change from Ser487 to proline increased nitrate uptake activity just in high N (5mM) not in low N (Fig.1). It is clear that WT NRT1.13 is unable to uptake nitrate, but *nrt1.13* mutant exhibited defect on nitrate allocation in cauline leaf and cauline branch at low nitrate level, which is very interesting. The authors assumed that it might be attributed to the indirect effect of NRT1.13 on the expression or activation of nitrate transporters. However, no nitrate transporter exhibited altered expression level in the RNAseq dataset. Did authors check any well-known nitrate transporters, e.g. CHL1?
- 5) The author has previously reported that flowering time of Arabidopsis is delayed under either low or high condition (Lin and Tsay, 2017). In this manuscript, the authors only compared the flowering time of WT and *nrt1.13* mutant under normal (2 mM) and low nitrate (0.2 mM) conditions. What would be the flowering-related phenotype when the mutant is treated with high nitrate? To decipher whether flowering phenotype of NRT1.13 is nitrate-dependent, the authors should also check the flowering time of the mutant under high nitrate concentration (~10 mM).
- 6) Only when a near fully complementation was observed can the readers be convinced that the phenotype of one T-DNA insertion line represents the gene function. In the study, the authors just showed one mutant line (*nrt1.13*), while the complementary lines only partially (less than 50% based on Fig.4CD; Fig.7; Fig.S3; S4) rescue the *nrt1.13* phenotype, and this should be discussed by the authors.

Minor comments:

- 7) In Figure 2, the authors showed the PM localization of NRT1.13, but in Figure 3K, the translation fusion of the NRT1.13 seems not localize at PM? In addition, how about the localization of mutated NRT1.13 (S487P)? It would be interesting to check it.
- 8) For the expression pattern of NRT1.13 promoter, the GUS signal in Figure 3, it is necessary to indicate the sampling time (growth stage) and the N regime (nitrate concentration, duration).
- 9) The author mentioned in Abstract and result that *nrt1.13* showed no severe phenotype grown at normal nitrate condition, however, in Fig.4C, only the phenotype at low nitrate supply was shown. I would like to see their difference of the mutant and WT at low and high nitrate conditions.
- 10) Page 6, line 112, "supplementary Figure 1" changed to "supplementary Figure 2";
- 11) Page 8, line 157, "Figure 4C" changed to "Figure 4C, D";

12) Line 195: "expression of LFY was significantly increased in the nrt1.13 mutant (Figure 4E)". Actually, LFY expression was decreased in the mutant.

13) Replace the Supplemental figure 3 with Figure 4D or just add Fig.S3 into Fig.4 since flowering time is the critical parameter determined in this manuscript.

14) Supplementary Figure 4: Suggest to separate Apical and basal branch growth (BA, BB) to two sub-figures.

Reviewer #2 (Comments for the Author):

In this work Chen et al reports the role of NRT1.13/NPF4.4. The interesting feature of this protein is that it displays a "natural mutation" on the residue equivalent to P492 in CHL1. The wild type version of NRT1.13 does not transport nitrate in oocytes, when its S487P version does. Its mutation in plants triggers nitrate related phenotypes reminiscent to a transceptor activity. According to its localization and transcriptomic studies of the mutant, authors propose that NRT1.13 is able to monitor in planta NO<sub>3</sub><sup>-</sup> concentrations and control nitrate allocation and flowering via a FLC-dependent pathway.

This work is well performed and observations are of great interest for the Nitrate/Nitrogen community.

The only remark I have is that it is difficult to draw a molecular mechanism by which NRT1.13 is involved in the sensing of NO<sub>3</sub><sup>-</sup> and how NRT1.13 influences Nitrate allocation/flowering.

I would suggest answering this questions by the following experiments. These are suggestions. Performing all the experiments is not mandatory for me to support the publication of this work. But having some hints concerning the molecular mechanism is needed, to my opinion.

-1) It might be interesting to see if the S487P version is able to complement the flowering phenotypes. This will give us an idea of Nitrate transport contribution to the phenotype.

-2) Is CHL1 WT and P492L versions under NRT1.13 promoter able to complement the phenotype? Same idea as above.

-3) Is Primary Nitrate Response (PNR) impacted in nrt1.13 mutant? It would be nice to perform QPCR on PNR reporters in the conditions of Figure 5. This will give insights into the role of nrt1.13 in controlling a well-defined NO<sub>3</sub><sup>-</sup>-related signaling pathway.

-4) Is pCHL1:NRT1.13 (WT and S487P) is able to complement chl1 mutants for PNR?

-5) Is NRT1.13 is really not a Nitrate transporter? Please provide a range of concentrations for Nitrate uptake in oocytes, since the partial complementation of the phenotype in planta could be explained by a partial nitrate transport activity not seen in oocytes.

-6) NRT1.13/NPF4.4 has already been shown as not being able to transport NO<sub>3</sub><sup>-</sup> (Leran et al Scientific Report), but belongs to a sub-family with GA and ABA transporters. GAs are known flowering controllers. Thus, as discussed by the authors, it would be nice to test GA transport by NRT1.13...

-7) Is NRT1.13 a sort of "natural dominant negative" that will impact the activity of another NRT1/NPF? Can you co-inject CHL1 and NRT1.13 for instance and test nitrate transport? Or look for a NPF being co-expressed in the parenchyma cells and test interaction for a) nitrate transport [should explain the nitrate allocation phenotype] or b) hormone transport [could explain the flowering phenotype]...

-Minor: p6, lines 115-117. Authors state that NRT1.13 is able to bind NO<sub>3</sub><sup>-</sup>. To my understanding of the work nothing support this conclusion. This should be rephrase or data supporting this conclusion should be provided.

-Finally and most importantly, to my opinion NRT1.13 could probably be an active NO<sub>3</sub><sup>-</sup> transporter in plants, in peculiar conditions not reflected in oocyte experiments. Indeed, recent report has shown that P492L version of CHL1 is able to transport NO<sub>3</sub><sup>-</sup> when oocytes are pre-loaded with NO<sub>3</sub><sup>-</sup> (Noguero et al, <https://www.biorxiv.org/content/early/2018/02/26/244467>). The underlying hypothesis is that CHL1-P492L perceives

internal-NO<sub>3</sub><sup>-</sup> at higher concentrations (with lower affinity) to switch the transporter activity on. If NRT1.13 is a "natural version" of that kind, NO<sub>3</sub><sup>-</sup> concentration in plant cells should be enough to activate NRT1.13 NO<sub>3</sub><sup>-</sup> transport activity and this would explain the *nrt1.13* mutant phenotype... I think authors need to test this hypothesis that could clearly explain why *nrt1.13* have a NO<sub>3</sub><sup>-</sup> related phenotypes in planta. This can be made by performing the same experiments as Noguero et al or following point 1,2,4 above.

Again this work is of very good quality but we are just missing information/hypothesis about the actual mechanism that will explain the link between oocytes and in planta observations. Any substantial explanation(s) following my suggestions above (or any other insight) should be provided for publication in high impact journal.

Reviewer #3 (Comments for the Author):

In this manuscript Chen et al show that AtNRT1.13 does not exhibit nitrate transport activity but can act as a transceptor. This is likely due to the exchange of proline 487 with a serine. Deletion mutants for AtNRT1.13 exhibit a pronounced phenotype under nitrogen starvation: delayed flowering, an increased node number as well as retarded branch outgrowth and nitrate allocation to nodes. This is a careful study describing the phenotype, cellular and tissue localization as well as effects on flowering time genes under nitrogen starvation of AtNRT1.13.

Nevertheless, there are a few points that should be clarified:

- The authors claim that AtNRT1.13 bind nitrate. Although this seems likely this is just a hypothesis. The best would be if they could proof such a binding, but I am aware that this is not easy. However at least a much more careful formulation should be used. Could it be that AtNRT1.13 interacts with a nitrate transporting NRT and by doing so modulates its transport activity. If this cannot be excluded the authors should discuss also this possibility.
- The difference in nitrate content in the mutant implies that the transport activity for nitrate is reduced. The authors mention this fact in one sentence in the discussion, but I would like to get a deeper discussion. Is no other NRT deregulated? Or could this altered transport activity be due to an interaction of AtNRT1.13 with other NRTs as mentioned above?
- For CLCs it has been shown that a similar P to Ser mutations shifts the substrate specificity from NO<sub>3</sub><sup>-</sup> to Cl<sup>-</sup>. I strongly suggest to investigate whether AtNRT1.13 does not act (also) as a chloride transporter/channel. Loss of such an activity may also have an impact on nitrate partitioning. In case AtNRT1.13 can transport chloride, chloride contents should be measured.

---

TPC2020-RA-00771D

Submission received

Sept. 17, 2020

---

Reviewer comments on previously declined manuscript and **author responses**:

**We thank you for your time and effort in handling our manuscript. Your insightful comments and those of the reviewers have helped us to improve the manuscript. According to your combined suggestions, we have modified this manuscript by:**

- 1) Adding the flowering time of a second mutant, *nrt1.13-2*, in Supplementary Figure 4, which confirms that NRT1.13 is involved in flowering control;
- 2) Adding the microscale thermophoresis nitrate binding assay of NRT1.13 protein in Supplementary Figure 3 to confirm that NRT1.13 can bind nitrate;
- 3) Adding the result of the primary nitrate response of the *nrt1.13* mutant in Supplementary Figure 5, which indicates that NRT1.13 is not involved in the primary nitrate response and, therefore, NRT1.13 is functionally different from NRT1.1 (CHL1);
- 4) Adding a photo of the *nrt1.13* mutant grown under normal N conditions in Figure 4C to confirm that the flowering defect is more severe under low N conditions.

In addition, in our "Response to reviewers", we present:

- 5) A nitrate uptake analysis of oocytes preloaded with nitrate (Figure L1), showing that internal nitrate does not

affect the nitrate uptake abilities of NRT1.13 and NRT1.13 S487P;

6) Flowering time of plants grown over a wide range of nitrate concentrations (Figure L2), showing that NRT1.13 has a more profound function under low nitrate in terms of flowering control;

7) A subcellular localization study of NRT1.13 S487P (Figure L3), showing that both NRT1.13 and NRT1.13 S487P localize to the plasma membrane.

How the deposited data were processed for this re-analysis (not part of the article)

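RNAseq values were available for shoots of wild type and *nrt1.13* grown with 0.2 or 2 mM KNO_3_ for 16 or 25 days, with 3 plants in each of the 8 groups and 24 libraries in all. The signal values were made by the authors before deposition: trimmed paired-end reads were mapped to TAIR10 with CLC Genomics Workbench, uniquely mapped reads were counted on each gene, and the counts were divided by a size factor per library and deposited as CPM. Each value was a whole multiple of a single step per library, to within 0.00018 of a read, so the reads behind it were recovered. The values of a library summed to 968394 to 1038371, so a scaling factor besides the library size is in the values, and the paper's text does not name it. The recovered reads ranged from 23608279 to 46155689 per library, and a CPM of 2 stood for 45.5 to 90.8 reads. Of the 28775 genes in the deposited table, 3228 were at 0 in all libraries.

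Samples were grouped by genotype, KNO_3_ supply and days. The values were tested as log2(CPM + 0.1) with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend). All 8 group means were in a single fit with 16 residual degrees of freedom, and the 15108 genes with a CPM of at least 2 in all 24 libraries were tested. Following the paper's methods, genes were counted at an FC of at least 1.8 and an unadjusted *P* of at most 0.05, and the count at a Benjamini-Hochberg adjusted *P* of at most 0.05 was given beside it. The contrasts were *nrt1.13* against wild type in each condition and averaged over the 4 conditions, the interaction of genotype with nitrate at each day and averaged, the change of the genotype difference and of the nitrate effect between the days, and 0.2 against 2 mM KNO_3_ within each genotype and day. The last contrasts were counted with the adjusted *P* and an FC of at least 1.8. Single genes were also tested with a two-sided exact permutation test of the genotype within the 4 conditions, over all 160000 arrangements. For 3 plants against 3 the smallest exact *P* is 0.1. Lists of genes were tested with camera, and with fry and camera with an estimated correlation as alternatives.

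The genes named were those the paper names, up to 5 higher and 5 lower genes with the largest change in each comparison of the genotypes among those past the criteria without overlap, and the members of lists. The lists were the 49 flowering genes of Supplemental Table 1, genes with an *NRT1*, *NRT2* or *NPF* symbol (20 of 35 tested), plastid-encoded genes (9 of 133 tested), an iron list (8 of 15 tested) and a salicylic acid list (11 of 19 tested). The iron and salicylic acid lists were prompted by genes of Table 1 and are not independent of these libraries. Genes named outside this rule are said to be chosen after their values were seen. Genes that rose (35) or fell (56) from 16 to 25 days in wild type at 2 mM KNO_3_ were used as an age profile.

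The lists, the naming rule, the contrasts within a day and over the 4 conditions, the exact tests of *NRT1.13* and *FLC* and all alternatives except 1 were chosen before the data were examined. The exact tests of the genes below the filter, the contrasts between the days, and further tests named in the closing section were chosen after. The alternatives were pseudocounts of 1 and 0.5, a mean CPM of at least 2, no filter on low values, median-ratio scaling, quantile normalization, CPM over nuclear genes, only the libraries of the comparison in the fit, limma without trend, edgeR 4.0.16 with TMM normalization and the quasi-likelihood test on the recovered reads, a replicate block, the ratio of mean CPM as FC, an FC of 1.5, the adjusted *P* with the FC limit, adjustment over a list alone, fry and camera with an estimated correlation, and each library left out in turn. A replicate block within each condition was added after the data were seen. Splits of the plants into other groups of the same sizes were counted, all 10 for 3 plants against 3 and 100 drawn with a fixed seed otherwise. The analysis was tested on simulated data with 188 changed genes among 15075, where limma found 180 by the criteria with 0 false calls and 188 by the adjusted *P* with 6 false calls. The simulated changes were 2-fold or 3-fold, above the FC limit, and the spread depended on expression alone. Genes with a larger spread and single plants far off were not simulated, so these false calls may understate those in the plants. Gene names, neighbouring genes, overlaps and shared stretches of sequence were taken from TAIR10.1, and no coordinates were used with the paper's TAIR10. The test for single samples far from their group was not applied, because each group has 3 plants.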

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

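Tests of depth between the nitrate supplies, of scaling and single plants for the *FLC* interaction, of scaling for the genotype difference by day, and the contrasts between the days with their splits were chosen after the results were seen.

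The genotype difference of *FLC* was larger at 0.2 than at 2 mM KNO_3_, with an interaction of 0.59 on the log2 scale averaged over both days. It was marked because the difference between the nitrate supplies was itself tested. Scaling alone does not account for it, since the lowest interaction under 4 other scalings was 0.56. Nor does a single plant, since the lowest value with 1 plant left out was 0.45, without replicate 1 of wild type at 0.2 mM and 16 days, and all 24 such fits stayed below an unadjusted *P* of 0.05. A change of *FLC* itself that depends on the nitrate supply stays open. So does any part of the reads that comes from the antisense gene, since the strand setting of the counting is not stated in the paper's text. The antisense gene was not analysed here. Adjusted over all genes, the interaction was not past 0.05.

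At 0.2 mM KNO_3_, 7 genes had a genotype difference that changed from 16 to 25 days (adjusted *P* of at most 0.05 from limma, 1 upward and 6 downward, 755 at an unadjusted *P* under 0.05). They were *AGP17* (-0.94 on the log2 scale), AT2G47440 (-0.93), AT3G19680 (-0.94), *EXORDIUM* (-0.87), AT1G10020 (-0.80), *EXL5* (-0.69) and *HSFC1* (0.88). Apart from *AGP17* and *EXORDIUM*, which are in Table 1, these genes were chosen after their values were seen. Scaling does not account for them, since at least 6 of the 7 stayed past the adjusted threshold under each of 4 other scalings. Of 100 drawn splits within each day, 15 gave as many genes, the real split included, and the highest gave 623. The count therefore remains within what other splits of these plants gave, and a biological difference by age was not separated from it. At 2 mM the same contrast gave 0 genes at an adjusted *P* of at most 0.05 and 588 at an unadjusted *P* under 0.05 (limma).

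The nitrate effect changed from 16 to 25 days for 738 genes in wild type (339 upward and 399 downward) and for 435 in *nrt1.13* (130 upward and 305 downward), at an adjusted *P* of at most 0.05 and an FC of at least 1.8. In wild type, 1 of 100 drawn splits gave as many genes, the real one. In *nrt1.13* 6 of 100 did, and the highest gave 580. Under 4 other scalings there were 694 to 751 genes in wild type and 411 to 442 in *nrt1.13*. By the adjusted *P* alone there were 5012 genes in wild type (2346 upward) and 4400 in *nrt1.13* (2003 upward). The share of upward genes in *nrt1.13* thus depends on the FC limit. Whether the numbers of the genotypes differ was not tested. Age is a biological explanation that the design names. A difference in handling between the harvests that acted alike on both nitrate supplies would cancel in this contrast. One that acted differently on the supplies cannot be separated from age.

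The paper does not report the comparison of 0.2 with 2 mM KNO_3_ within each genotype. At 16 days 22 genes differed in wild type (14 higher at 0.2 mM) and 7 in *nrt1.13* (0 higher), and at 25 days 370 in wild type (69 higher) and 374 in *nrt1.13* (89 higher), with an adjusted *P* of at most 0.05 from limma and an FC of at least 1.8. The directions at 16 days depend on the filter on low values. With a mean CPM of at least 2, 18 of 37 genes were higher at 0.2 mM in wild type and 4 of 17 in *nrt1.13*. With no filter these were 23 of 50 and 6 of 22. The directions depend on the FC limit as well. By the adjusted *P* alone, 937 genes differed in wild type (474 higher) and 427 in *nrt1.13* (261 higher) at 16 days, and 5895 in wild type (2856 higher) and 6044 in *nrt1.13* (2890 higher) at 25 days. At an unadjusted *P* under 0.05 alone there were 3545, 3164, 7123 and 7269 genes in wild type and *nrt1.13* at 16 days and then at 25 days. At 25 days 282 genes were shared by both genotypes, all 282 in the same direction, of 462 in either. The real split was 1 of 10 that gave as many genes in wild type at 16 days, 1 of 10 in *nrt1.13* at 16 days, and 1 of 10 in each genotype at 25 days, which is the smallest share that 3 plants against 3 allow. A difference in sequencing depth does not account for most of them at 25 days, since the count test on recovered reads also called 97.8% of the genes in wild type and 93.3% in *nrt1.13*. The nitrate supply is the biological explanation that the design names. Growth differences that go with the supply cannot be separated from it. Nor can the KCl that the paper's methods add to the 0.2 mM medium only.

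Over the 4 conditions, 257 genes differed between the genotypes at an adjusted *P* of at most 0.05 from limma (154 higher and 103 lower in *nrt1.13*, 4 with an FC of at least 1.8), and 241 of them are in neither Table 1 nor Supplemental Table 1. Of 100 drawn splits within the conditions, 1 gave as many genes, the real one. A difference in sequencing depth between the genotypes does not account for most of them, since the count test on recovered reads also called 97.3% of the genes. Linked DNA around *NRT1.13* does not account for them, since 0 of the 50 neighbouring genes were among them (1 at the median by chance), and *NRT1.13* aside, no other stretch stood out, with at most 5 in a window of 51 neighbouring genes (median 5 by chance, permutation *P* of 0.871). An effect of genotype is a hypothesis left by these tests. A further insertion or variant of the line that acts on distant genes was not tested. The number was 683 without replicate 1 of *nrt1.13* at 0.2 mM and 25 days. Of the 241 genes in neither list of the paper, *SHL1* (AT4G39100) had the lowest *P*. Its log2 FC over the 4 conditions was -0.81 (SE 0.05, adjusted *P* = 1.84e-11 from limma). It was lower in *nrt1.13* in 4 of 4 conditions, with no overlap of the genotypes in any.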

How the results depend on the processing

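The replicate block within each condition was chosen after the data were seen.

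The filter on low values moved the counts most. With no filter, 293 genes passed the criteria at 0.2 mM KNO_3_ and 16 days, 190 at 2 mM and 16 days, 268 at 0.2 mM and 25 days and 240 at 2 mM and 25 days, and 531 at 0.2 mM at either day. With a mean CPM of at least 2 these counts were 22, 21, 43, 26 and 56. The filter moved the share of higher genes as well, at 0.2 mM and 16 days from 3 of 8 to 14 of 22 with a mean CPM of at least 2 and 140 of 293 with no filter, and at 0.2 mM and 25 days from 14 of 19 to 33 of 43 and 134 of 268. At 2 mM it moved from 3 of 5 to 14 of 21 and 75 of 190 at 16 days, and from 7 of 11 to 18 of 26 and 114 of 240 at 25 days. The number of genes changed by nitrate was then 37 in wild type and 17 in *nrt1.13* at 16 days. With no filter it was 50 and 22 at 16 days and 839 and 809 at 25 days, and 1 gene had an interaction of genotype with nitrate at 25 days. More genes are tested without the filter, so the adjustment changed too. The *FLC* difference of 1.03 at 0.2 mM and 16 days, and *NRT1.13* at 2 mM (-1.13 at 16 days and -1.02 at 25 days), lost their adjusted call, and the *FLC* interaction of 0.63 at 25 days was no longer below its unadjusted threshold. The mean of the iron list at 2 mM was 0.61 at 16 days with a mean CPM of at least 2 and 0.52 with no filter, past its threshold in both, and at 25 days it reversed to 0.16 and 0.21, the latter past its threshold. The genes that rose with age reversed to -0.029 with no filter. The cause was not tested.

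The scale and the limits moved counts. With a pseudocount of 1, which shrinks the FC of low genes, 11 genes passed at 0.2 mM and 25 days and 15 at either day, and 14 and 4 genes changed by nitrate at 16 days in wild type and *nrt1.13*. With the adjusted *P* beside the FC limit, 4 genes passed at 0.2 mM and 16 days, 2 at 2 mM and 16 days, 3 at 2 mM and 25 days and 14 at 0.2 mM at either day. With an FC of 1.5 the counts were 38, 21, 53 and 29 at 0.2 mM and 16 days, 2 mM and 16 days, 0.2 mM and 25 days and 2 mM and 25 days, and 81 at 0.2 mM at either day. Adjusted over the list alone, 3 flowering genes other than *FLC* passed at 0.2 mM and 16 days, 1 at 0.2 mM and 25 days and 6 over the 4 conditions, since fewer genes were tested. With *FLC* kept in the list, 5 of the 49 genes passed at 0.2 mM and 25 days, which were *FLC*, *SOC1*, *SNZ*, *GNL* and *SPL4*.

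Scaling and the test changed fewer results. The genes that rose with age had a mean of 0.10 with median-ratio scaling, 0.092 over nuclear genes and 0.089 with edgeR, no longer past the threshold. The salicylic acid list at 0.2 mM and 16 days reversed to -0.019 over nuclear genes. *FER1* at 0.2 mM and 16 days reversed to 0.29 with edgeR. With limma without trend, the *FLC* difference of 1.03 at 0.2 mM and 16 days and the interaction of 0.63 at 25 days were no longer past their thresholds. With only the libraries of the comparison, which leaves fewer samples, the 1.03 at 0.2 mM and 16 days was lost too, while the *FLC* difference of 0.83 at 2 mM and 25 days and the iron list of 0.21 at 2 mM and 16 days passed. With fry or an estimated correlation, the plastid-encoded list at 2 mM and 25 days (0.69), the salicylic acid list at 0.2 mM and 25 days (0.35) and the genes that rose with age (0.18) were no longer past the threshold, and the genes that fell with age were. The cause was not tested. The share of higher genes moved over nuclear genes, to 4 of 5 from 3 of 5 at 2 mM and 16 days and to 4 of 9 from 7 of 11 at 2 mM and 25 days, and with edgeR, to 4 of 8 from 3 of 8 at 0.2 mM and 16 days and to 6 of 13 at 2 mM and 25 days.

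Over all conditions the replicate numbers did not clearly pair the plants. Of the 12 pairs of the same number, 4 had a correlation over 0.1 (median 0.069). Of the 24 pairs of other numbers, 4 did (median -0.021). At 0.2 mM and 25 days, however, the pairs of the same number had 0.22, 0.098 and 0.32. Every pair of other numbers lay below these there (-0.26 to 0.049), so pairing stays open in that condition. This order was seen in no other condition. With a replicate block, 6 flowering genes other than *FLC* passed over the 4 conditions in place of 3. With the replicate block within each condition, the *FLC* difference at 0.2 mM and 16 days was again 1.03 and was not past the adjusted threshold.

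Across the 24 fits that each left out 1 library, the genes past the criteria ranged from 5 (without replicate 1 of wild type) to 18 (without its replicate 3) at 0.2 mM and 16 days, and from 4 to 9 (without replicate 2 of wild type) at 2 mM and 16 days. They ranged from 11 (without replicate 3 of wild type) to 31 (without its replicate 1) at 0.2 mM and 25 days, with 30 without replicate 1 of *nrt1.13*, and from 6 (without replicate 1 of wild type) to 20 (without its replicate 2) at 2 mM and 25 days. At 0.2 mM at either day they ranged from 16 to 35 (without replicate 1 of wild type at 25 days), of which 12 to 19 are in Table 1. Genes with an interaction ranged from 0 to 1 at 16 days (without replicate 3 of wild type at 0.2 mM) and from 0 to 2 at 25 days (without replicate 3 of *nrt1.13* at 0.2 mM). Those over the 4 conditions ranged from 181 to 683. Nitrate changed 11 (without replicate 1 of wild type at 2 mM) to 31 genes in wild type and 6 to 15 in *nrt1.13* at 16 days, where 15 was without replicate 3 and 13 without replicate 2 at 0.2 mM. Flowering genes other than *FLC* ranged from 0 to 1 at 0.2 mM and 16 days, with 1 without replicate 3 of *nrt1.13* at 0.2 mM and 25 days.

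*NRT1.13* ranged from -1.55 to -1.06 at 0.2 mM and 16 days and from -1.33 to -1.13 at 0.2 mM and 25 days, past the adjusted threshold in all 24 fits. At 2 mM it ranged from -1.21 to -0.95 at 16 days and lost its call without replicate 1 or 2 of wild type or replicate 2 of *nrt1.13*. At 2 mM and 25 days it ranged from -1.16 to -0.87 and lost its call without replicate 1, 2 or 3 of wild type or replicate 1 or 3 of *nrt1.13*. *FLC* at 0.2 mM and 16 days ranged from 0.75 to 1.34 and lost its call without replicate 1 (0.75) or 3 (0.99) of wild type, replicate 1 (0.84) or 2 (1.05) of *nrt1.13*, or replicate 2 or 3 of *nrt1.13* at 2 mM. At 0.2 mM and 25 days *FLC* ranged from 1.32 to 1.58 and passed in all 24 fits. At 2 mM and 25 days it ranged from 0.70 to 0.94 and passed without replicate 2 of wild type at 0.2 mM and 16 days. The *FLC* interaction ranged from 0.27 to 0.86 at 16 days, and passed without replicate 2 of wild type (0.86) or replicate 3 of *nrt1.13* (0.70) at 0.2 mM. At 25 days it ranged from 0.49 to 0.75 and was lost in 8 of the 24 fits, which left out replicate 2 or 3 of wild type or *nrt1.13* at 2 mM, replicate 1 or 3 of wild type at 0.2 mM or replicate 1 or 2 of *nrt1.13* at 0.2 mM. The cause was not tested.

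The lists moved with single libraries. The plastid-encoded list ranged from -0.31 to 0.12 at 0.2 mM and 16 days (0.12 without replicate 2 of *nrt1.13*), from -0.039 to 0.18 at 2 mM and 16 days (below 0 without replicate 3 of wild type or 1 of *nrt1.13*), from -0.16 to 0.037 at 0.2 mM and 25 days (above 0 without replicate 1 or 2 of wild type or 2 or 3 of *nrt1.13*) and from 0.35 to 1.13 at 2 mM and 25 days. The iron list ranged from 0.015 to 0.43 at 0.2 mM and 16 days and passed without replicate 2 of wild type, from 0.15 to 0.25 at 2 mM and 16 days and passed without replicate 2 of wild type at 0.2 mM and 16 days, from -0.072 to 0.22 at 0.2 mM and 25 days (below 0 without replicate 2 of wild type or 1 of *nrt1.13*) and from -0.10 to 0.068 at 2 mM and 25 days (above 0 without replicate 2 of wild type or 3 of *nrt1.13*). The salicylic acid list at 0.2 mM and 16 days ranged from -0.063 to 0.080 (below 0 without replicate 3 of either genotype). The genes that rose with age ranged from 0.053 to 0.34 and were lost without replicate 3 of wild type at 25 days, at either supply. *FER1* at 0.2 mM ranged from -0.97 to 0.92 at 16 days, above 0 without replicate 2 of wild type or replicate 3 of *nrt1.13*, and from -0.12 to 1.00 at 25 days, below 0 without replicate 1 of *nrt1.13*. The cause was not tested.

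Among the single genes named, 33 results became weaker, 10 stronger and 1 reversed under the other alternatives, and 659 kept their direction and side of the threshold. Across the fits that each left out 1 library, 71 became weaker, 23 stronger and 3 reversed, and 1343 kept both.

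Depth limits the low genes. At 0.2 mM and 25 days *FT* stood on 2 to 30 reads and *LFY* on 0 to 33 reads per library, so differences there were near the detection limit. Of the plastid-encoded genes, 124 were below the filter and were not tested.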

Differences from the paper's values

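No test here was chosen after the result was seen, apart from the replicate block within each condition. Of 284 FC values in Table 1 and Supplemental Table 1, 261 were within 0.05 on the log2 scale of the paper's, and 7 differed in sign. With the FC taken as the ratio of mean CPM, all 284 were within 0.05 (the largest difference was 0.0254), and 2 differed in sign.

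*PSBA* at 0.2 mM KNO_3_ and 25 days had an FC of -1.08, and the paper's is 1.06. With the ratio of mean CPM it was 1.06 and with edgeR on recovered reads 1.06, and the other 10 alternatives, which include the replicate block added after the values were seen, did not close the gap. *FER1* at 0.2 mM and 16 days had an FC of -1.16, and the paper's is 1.22. With the ratio of mean CPM or edgeR on recovered reads it was 1.22, and the other 11 did not close the gap. *RLK1* at 0.2 mM and 16 days had an FC of -1.00, and the paper's is 1.02. With the ratio of mean CPM it was 1.02 and with edgeR 1.03, median-ratio scaling and quantile normalization also closed the gap, and the other 9 did not. *PGL5* at 2 mM and 25 days had a fold decrease of -1.07, which is an increase, and the paper's fold decrease is 1.03. With the ratio of mean CPM or edgeR the fold decrease was 1.03, and the other 11 did not close the gap. *FCA* at 2 mM and 25 days had an FC of 1.00, and the paper's is -1.00. Quantile normalization and CPM over nuclear genes closed the gap, and the other 11 did not. *COL9* at 0.2 mM and 25 days had an FC of -1.00, and the paper's is 1.00. Median-ratio scaling and edgeR (1.00) closed the gap, and the other 11 did not. *MAF1* at 0.2 mM and 25 days had an FC of -1.00, and the paper's is 1.01. The ratio of mean CPM (1.00), median-ratio scaling and edgeR (1.01) closed the gap, and the other 10 did not. With single libraries left out, the gap closed in 2 of 6 fits for *PSBA*, 2 for *FER1*, 4 for *RLK1*, 1 for *PGL5*, 3 for *FCA*, 3 for *COL9* and 4 for *MAF1*. All except *FER1* were within an FC of 1.1 of no change.

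Table 1 lists 5 genes that did not pass the criteria at 0.2 mM here. AT5G50665 passed with quantile normalization, with edgeR on recovered reads, with the ratio of mean CPM and with an FC of 1.5, and in 3 fits without 1 library, which were replicate 2 or 3 of wild type or replicate 2 of *nrt1.13* at 0.2 mM and 16 days. *BAM5* passed with only the libraries of the comparison, without replicate 2 of wild type at 2 mM and 25 days, and with the replicate block within each condition, which was chosen after the values were seen. *PSBA* passed with only the libraries of the comparison. *FER1* passed under 0 of 15 alternatives and in 0 of 24 fits without 1 library, and its unadjusted test was not past 0.05 at 0.2 mM at either day. AT5G45430 passed under 0 of the 15 and without replicate 1 of wild type at 0.2 mM and 25 days. In turn, AT1G18000, AT2G43018, *CNGC11*, *ACD6* and AT5G59670 passed here and are not in Table 1, and they passed under 11, 12, 8, 13 and 11 of the 15 alternatives, which include the replicate block chosen after the values were seen. As the ratio of mean CPM, which came closest to the paper's values, none of these 5 reached an FC of 1.8, with -1.79 for AT1G18000, 1.64 for *CNGC11*, 1.77 for *ACD6* and 1.72 for AT5G59670 at 25 days and -1.64 for AT2G43018 at 16 days.

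The paper states that the *nrt1.13* mutant lacks the *NRT1.13* transcript in RT-PCR (Figure 4A and 4B), while Table 1 lists the gene as lower. In the libraries, reads on *NRT1.13* remained in *nrt1.13* at 44.2% of wild type over the 4 conditions. The RT-PCR covers the stretch between its primers, and the values count reads on the whole gene, so these are unlike measures. The paper states that the genes of the flowering pathways were not changed. Over the 4 conditions, *SOC1* (-0.26), *SPL4* (-0.43) and *SNZ* (0.16) had an adjusted *P* under 0.05 from limma, while 0 of the 48 did in any single condition (unadjusted *P* under 0.05 for 4 to 7 of them). The paper also states that *SNZ* is not differentially expressed, and *SNZ* did not reach an FC of 1.8 here.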

Other observations

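The tests of the plastid-encoded genes without 1 library and without the 3 genes that rose most, and the genes standing in for the iron deficiency genes were chosen after the results were seen, and the other tests before.

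Reads on *NRT1.13* remained in *nrt1.13* at 44.2% of wild type over the 4 conditions. All 12 *nrt1.13* plants were below every wild-type plant of their condition, so none was at the wild-type level, but plants with a working allele beside a disrupted one could also lie below, and they stay open. Reads from the part of the gene outside the insertion may account for it. Values per gene do not show where reads lie, so they cannot tell this from transcripts through the insertion. The paper's RT-PCR on petioles, with the primers of its genomic PCR for the insertion, found no transcript. If these primers lie on either side of the insertion, that argues against transcripts through it in petioles.

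Other splits of the 6 plants of a condition gave as many genes past the criteria in 2 of 10 at 0.2 mM KNO_3_ and 16 days, 1 of 10 at 2 mM and 16 days, 1 of 10 at 0.2 mM and 25 days and 2 of 10 at 2 mM and 25 days, the real split included, where 1 of 10 is the smallest possible share. For the 23 genes at 0.2 mM at either day, 5 of 100 splits within both days gave as many, with a median of 7 and at most 27. Genes with an interaction of genotype with nitrate numbered 0 at 16 days and 0 at 25 days (998 and 338 at an unadjusted *P* under 0.05), and since every split gives at least 0 genes, the 100 of 100 drawn splits that gave as many at 16 days and the 100 of 100 at 25 days say nothing about it. The count of 23 genes is thus at the edge of what other splits gave, although *NRT1.13* and *FLC* passed their own exact tests. The *FLC* difference at 0.2 mM and 25 days was at least 1.44 under 4 other scalings, which argues against the normalization of the deposited values as its cause.

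*PSBA* was 26.6 ± 34.1 CPM in *nrt1.13* and 4.78 ± 3.88 CPM in wild type (SD, n = 3) at 2 mM and 25 days, a log2 FC of 1.64, and 0.45 without replicate 2 of *nrt1.13*, which had 65.5 CPM. The list of 9 plastid-encoded genes had a mean log2 FC of 0.69 there (adjusted *P* = 0.000505 over 12 list tests with camera after limma, 8 of 9 higher), which did not hold under fry (0.397) or an estimated correlation (0.234). Without replicate 2 it was 0.35, so 1 library may carry much of this difference. Plastid-encoded genes held 0.009 to 0.038% of the values of a library, with the highest share in this replicate 2 of *nrt1.13*. The libraries were made from polyadenylated RNA, so these shares do not show how much plastid RNA the shoots held. More plastid RNA as a whole was weighed from the other 8 genes, whose mean difference was -0.029 at 0.2 mM and 16 days (95% interval -0.51 to 0.45) and 0.57 at 2 mM and 25 days (0.090 to 1.05), while *PSBA* minus these genes was -1.03 (-2.61 to 0.55) and 1.07 (-0.51 to 2.65). The last 2 intervals hold 0, so they do not decide. At 2 mM and 25 days, ATCG00280 and ATCG00490 rose by 1.97 and 2.07, and the remaining 6 genes had a mean difference of 0.090 (-0.17 to 0.35). This goes against a rise of all plastid RNA, but the 6 genes were chosen after it was seen which ones moved, so more plastid RNA as a whole stays open. Other splits gave a mean of the list as far from 0 in 9 of 10 at 0.2 mM and 16 days, 7 of 10 at 2 mM and 16 days, 10 of 10 at 0.2 mM and 25 days and 2 of 10 at 2 mM and 25 days. No biological explanation was tested.

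The iron list had a mean log2 FC of 0.17, 0.21, 0.081 and -0.015 at 0.2 mM and 16 days, 2 mM and 16 days, 0.2 mM and 25 days and 2 mM and 25 days, with the lowest adjusted *P* of 0.154 at 2 mM and 16 days (camera after limma). Splits as far from 0 numbered 6, 1, 6 and 9 of 10 in this order. A change of iron status was weighed as the storage genes *FER3* and *FER4* minus iron deficiency genes. Of the deficiency genes named before and matched to a locus, 0 could be tested. The names *IMA1*, *IMA2*, *IMA3*, *FEP1*, *FEP2* and *FEP3* were matched to no locus, so genes under them may have been missed. *NAS4*, *OPT3*, *BTS* and *FRO3*, without AT2G30766, stood in for the deficiency genes, chosen after their values were seen. The difference over the 4 conditions was -0.38 (95% interval -0.84 to 0.077, of 5 contrasts computed). The 4 stand-in genes alone were higher by 0.24 over the 4 conditions (6.45e-05 to 0.49), and *FER1* minus these genes was -2.18 at 2 mM and 25 days (-4.33 to -0.017). Each of these 3 measures was computed in 5 contrasts, and the intervals were not adjusted for that number. Adjusted over the list alone, *BTS* and *FRO3* passed at 2 mM and 16 days and *BTS*, *FRO3* and AT2G30766 over the 4 conditions, and 0 passed with adjustment over all genes. At 0.2 mM and 25 days all 3 measures went the other way, with 0.37 for the storage genes minus the stand-in genes (-0.54 to 1.28), -0.12 for the stand-in genes (-0.61 to 0.37) and 0.73 for *FER1* minus these genes (-1.43 to 2.89), and over the 4 conditions *FER1* minus these genes was -0.77 (-1.85 to 0.31). The measures thus part between conditions, the stand-in genes were chosen after their values were seen and the list was prompted by Table 1, so an effect of iron status stays open. *FER1* at 2 mM and 25 days fell by 1.72 on the log2 scale, and by 0.72 without replicate 2 of wild type. AT2G30766 at 2 mM and 16 days was 31.5 ± 9.04 CPM in *nrt1.13* and 13.3 ± 2.46 CPM in wild type (SD, n = 3), a log2 FC of 1.21 (adjusted *P* = 0.617 from limma).

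The salicylic acid list had a mean log2 FC of 0.35 at 0.2 mM and 25 days, with 11 of 11 genes higher in *nrt1.13* (adjusted *P* = 5.36e-07 over 12 list tests with camera after limma), which did not hold under fry (0.219) or an estimated correlation (0.204). *WRKY54* was 23.4 ± 1.65 CPM in *nrt1.13* and 12.5 ± 5.11 CPM in wild type (log2 FC 0.98, adjusted *P* = 0.0043 from limma), and *LURP1* had a log2 FC of 1.05, and 0.64 without replicate 3 of wild type. Without these 2 genes the other 9 had a mean of 0.20 (9 of 9 higher, unadjusted *P* of 0.000487 with camera, 0.0833 with fry and 0.0748 with an estimated correlation). These 9 include *WRKY70*, with a log2 FC of 0.74 (adjusted *P* = 0.0184 from limma), so their mean rests in part on 1 gene. Higher salicylic acid defence expression as a whole may be present, but the tests part and the list was prompted by Table 1, so it stays open. In the other conditions the mean was 0.014 at 0.2 mM and 16 days, -0.11 at 2 mM and 16 days and 0.075 at 2 mM and 25 days. Splits as far from 0 numbered 9 of 10 at 0.2 mM and 16 days, 3 at 2 mM and 16 days, 3 at 0.2 mM and 25 days and 6 at 2 mM and 25 days.

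A later-flowering plant might show a younger profile of expression. In *nrt1.13* against wild type at 0.2 mM and 25 days, genes that rise with age in wild type at 2 mM had a mean log2 difference of 0.18 (camera adjusted *P* of 0.000132 over 2 tests, 0.219 with fry and 0.182 with an estimated correlation), and genes that fall with age had 0.17 (1.8e-07, 0.0146 and 0.00788). Rising minus falling genes gave 0.010 (95% interval -0.37 to 0.39), and 10 of 10 splits gave as large a distance. With the filter of CPM 2 in all 24 libraries both sets moved the same way, so no younger profile was seen there. The interval leaves a small one open. With no filter on low values the rising genes had -0.029 and the falling genes 0.098, which is the direction of a younger profile. The result thus depends on the filter, and a younger profile stays open.

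Of the list of genes with an *NRT1*, *NRT2* or *NPF* symbol, 19 other than *NRT1.13* were tested. With adjustment over all genes or adjusted over the list alone, 0 passed in any condition or over the 4 conditions (unadjusted *P* under 0.05 for 0, 1, 1 and 0 genes at 0.2 mM and 16 days, 2 mM and 16 days, 0.2 mM and 25 days and 2 mM and 25 days, and for 3 over the 4 conditions). Over the 4 conditions their log2 FC lay between -0.14 (*NRT1.5*) and 0.13 (*PTR4*).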
